# Neuronal HLH‐30/TFEB modulates peripheral mitochondrial fragmentation to improve thermoresistance in *Caenorhabditis elegans*

**DOI:** 10.1111/acel.13741

**Published:** 2022-11-23

**Authors:** Shi Quan Wong, Catherine J. Ryan, Dennis M. Bonal, Joslyn Mills, Louis R. Lapierre

**Keywords:** *Caenorhabditis elegans*, HLH‐30/TFEB, mitochondrial dynamics, neuronal signaling, thermoresistance

## Abstract

Transcription factor EB (TFEB) is a conserved master transcriptional activator of autophagy and lysosomal genes that modulates organismal lifespan regulation and stress resistance. As neurons can coordinate organism‐wide processes, we investigated the role of neuronal TFEB in stress resistance and longevity. To this end, the *Caenorhabditis elegans TFEB* ortholog, *hlh‐30*, was rescued panneuronally in *hlh‐30* loss of function mutants. While important in the long lifespan of *daf‐2* animals, neuronal HLH‐30/TFEB was not sufficient to restore normal lifespan in short‐lived *hlh‐30* mutants. However, neuronal HLH‐30/TFEB rescue mediated robust improvements in the heat stress resistance of wildtype but not *daf‐2* animals. Notably, these mechanisms can be uncoupled, as neuronal HLH‐30/TFEB requires DAF‐16/FOXO to regulate longevity but not thermoresistance. Through further transcriptomics profiling and functional analysis, we discovered that neuronal HLH‐30/TFEB modulates neurotransmission through the hitherto uncharacterized protein W06A11.1 by inducing peripheral mitochondrial fragmentation and organismal heat stress resistance in a non‐cell autonomous manner. Taken together, this study uncovers a novel mechanism of heat stress protection mediated by neuronal HLH‐30/TFEB.

**Abbreviations**
3’UTR: 3’; untranslated region
BP: Biological processes
DCV: Dense core vesicle
DEGs: Differentially expressed genes
ER: Endoplasmic reticulum
UPR^ER^
: Endoplasmic reticulum unfolded protein response
EO: Events observed
FOXO: Forkhead Box O
GO: Gene ontology
GSEA: Gene set enrichment analysis
HSF‐1: Heat shock factor 1
hsp: Heat shock protein
HSR: Heat shock response
IIS: Insulin/insulin‐like growth factor signaling
LogFC: Log_2_ fold change
mTORC1: Mammalian target of rapamycin complex 1
MSigDB: Molecular signature database
NGM: Nematode growth media
NES: Normalized enrichment scores
Non‐Tg: Non‐transgenic
PCA: Principal component analysis
qPCR: Quantitative PCR
ROIs: Regions of interest
Rlog: Regularized log transformed
TFEB: Transcription factor EB
Tg: Transgenic

## 1 INTRODUCTION

Transcription factor EB (TFEB) transcriptionally induces genes of the autophagy and lysosomal pathway, a process that recycles cellular components through lysosomal degradation (Settembre et al., 2011). The transcriptional activity of TFEB is dependent on its nuclear translocation, which is modulated through phosphorylation by mammalian target of rapamycin complex 1 (mTORC1), dephosphorylation by calcineurin, and nuclear export by exportin 1 (Li et al., 2018; Martina et al., 2012; Medina et al., 2015; Napolitano et al., 2018; Roczniak‐Ferguson et al., 2012; Settembre et al., 2012; Silvestrini et al., 2018). In addition to its role as an autophagy and lysosomal inducer, studies in *Caenorhabditis elegans* have uncovered the diverse organismal processes regulated by the TFEB ortholog, HLH‐30, including longevity (Lapierre et al., 2013; Lin et al., 2018), adult reproductive diapause (Gerisch et al., 2020), resistances to heat and oxidative stresses (Lin et al., 2018), starvation (Harvald et al., 2017; O'Rourke & Ruvkun, 2013; Settembre et al., 2013), and pathogenic infection (El‐Houjeiri et al., 2019; Visvikis et al., 2014; Wani et al., 2021). Notably, HLH‐30/TFEB mobilizes different transcriptional programs to regulate these processes, demonstrating its versatile role. How HLH‐30/TFEB orchestrates these systemic responses from and between cell and tissue types remain unresolved and important to ascertain, as such signaling mechanisms are potential intervention targets for modulating aging and stress resistance.

Studies in *C. elegans* have revealed the important and conserved role of the nervous system in integrating stress signals and responses to modulate lifespan extension and organismal stress resistance in a non‐cell autonomous manner (reviewed in Miller et al., 2020). In the regulation of longevity for instance, the rescue of DAF‐16 forkhead Box O (FOXO) transcription factor in neurons partially regulated nonneuronal DAF‐16/FOXO activity and lifespan extension in insulin/insulin‐like growth factor receptor signaling (IIS) defective *daf‐2* mutants (Libina et al., 2003), whereas restoring IIS specifically to neurons abrogated the longevity phenotype of these mutants (Wolkow et al., 2000). In the germlineless *glp‐1* longevity model, lifespan extension mediated by microRNA *mir‐71* in neurons required non‐cell autonomous intestinal DAF‐16/FOXO activity (Boulias & Horvitz, 2012). Neurons are also important for mediating the antagonistic activities of the nutrient sensors TORC1 and AMP‐activated protein kinase on lifespan through the non‐cell autonomous regulation of mitochondrial dynamics by neuropeptides (Zhang et al., 2019).

In other *C. elegans* studies, the coordination of organismal stress responses by neurons have additionally been shown to be coupled to lifespan extension. For instance, constitutive neuronal endoplasmic reticulum (ER) unfolded protein response (UPR^ER^) activation by X‐box‐ binding protein 1 neuronal overexpression improved ER stress resistance and proteostasis, and extended lifespan through peripheral intestinal induction of the UPR^ER^, lysosomal activity, and lipid remodeling (Imanikia, Ozbey, et al., 2019; Imanikia, Sheng, et al., 2019; Taylor & Dillin, 2013). In response to heat stress, neurons release neurotransmitters to other tissues to globally induce the heat shock response (HSR) (Prahlad et al., 2008). Furthermore, neuronal overexpression of the canonical HSR transcription factor heat shock factor 1 (HSF‐1) not only enabled serotonin‐mediated non‐cell autonomous HSR induction in the absence of heat (Tatum et al., 2015) but also additionally conferred resistance to heat stress and lifespan extension (Douglas et al., 2015). When faced with proteotoxic stress, neurons were capable of stimulating proteostasis distally by increasing molecular chaperone production in muscles through a non‐cell autonomous signaling event termed transcellular chaperone signaling (O'Brien et al., 2018). Overall, these findings highlighted that neurons constitute an essential site for lifespan modulation and organismal stress responses through non‐cell autonomous mechanisms, although the exact intercellular and inter‐tissue signaling events are largely undetermined.

Since HLH‐30/TFEB is necessary for most longevity models (Lapierre et al., 2013) and neurons are crucial in regulating longevity and stress resistance (Miller et al., 2020), HLH‐30/TFEB activity in neurons may be important in modulating these organismal phenotypes. Using *C. elegans*, we discovered that neuronal HLH‐30/TFEB regulates both IIS‐dependent longevity and thermoresistance. Neuronal HLH‐30/TFEB mediated thermoresistance via a W06A11.1‐mediated peripheral induction of mitochondria fragmentation through a neurotransmission‐modulatory mechanism, highlighting a beneficial role of mitochondrial fragmentation in heat stress protection.

## 2 RESULTS

### 2.1 Neuronal HLH‐30/TFEB regulates IIS‐dependent longevity

To investigate the activity of HLH‐30/TFEB in neurons, we initially directed panneuronal *hlh‐30::GFP* reporter expression in wildtype *C. elegans* with the *rab‐3* neuronal promoter and the somatic expression‐permitting *unc‐54* 3′ untranslated region (3′UTR) (Kimble & Crittenden, 2007). Corroborating previous reports, we observed misregulation of intestinal transgene expression by this promoter and 3′UTR combination (Gelino et al., 2016; Silva‐García et al., 2019; Wang et al., 2017) as HLH‐30::GFP nuclear enrichment, as induced by knockdown of the nuclear exportin gene *xpo‐1* (Silvestrini et al., 2018), was detected in intestinal cells (Figure 1a). As undesirable nonneuronal expression occludes the ability to examine the neuronal‐specific role of HLH‐30/TFEB, we subsequently drove reporter expression with the *rab‐3* promoter and its corresponding *rab‐3* 3′UTR (Silva‐García et al., 2019 *)* and confirmed neuronal restriction of the transgene by the absence of intestinal nuclear enrichment from *xpo‐*1 knockdown (Figure 1a). We first investigated if neuronal HLH‐30/TFEB plays a role in lifespan regulation. As *hlh‐30(tm1978)* mutants exhibited shortened lifespan in comparison to wildtype animals at 25°C and not 20°C (Lapierre et al., 2013; Lin et al., 2018; Visvikis et al., 2014), we assessed survival at 25°C so that neuronal HLH‐30/TFEB‐dependent benefits on lifespan could be parsed out. In corroboration with previous observations (Lin et al., 2018; Visvikis et al., 2014), *hlh‐30(tm1978)* mutants exhibited reduced lifespan in comparison to wildtype animals at 25°C (Figure 1b, Figure S1a–e and Table S1). Additionally, neuronal HLH‐30/TFEB rescue in these mutants conferred no significant lifespan improvements in several transgenic lines apart from one line whereby lifespan was extended (Figure 1b, Figure S1a–e and Table S1), which was not due to higher neuronal *hlh‐30* expression (Figure S1f). Altogether, these observations suggest that re‐expressing HLH‐30/TFEB in the neurons is not sufficient to restore normal lifespan.

**FIGURE 1:**
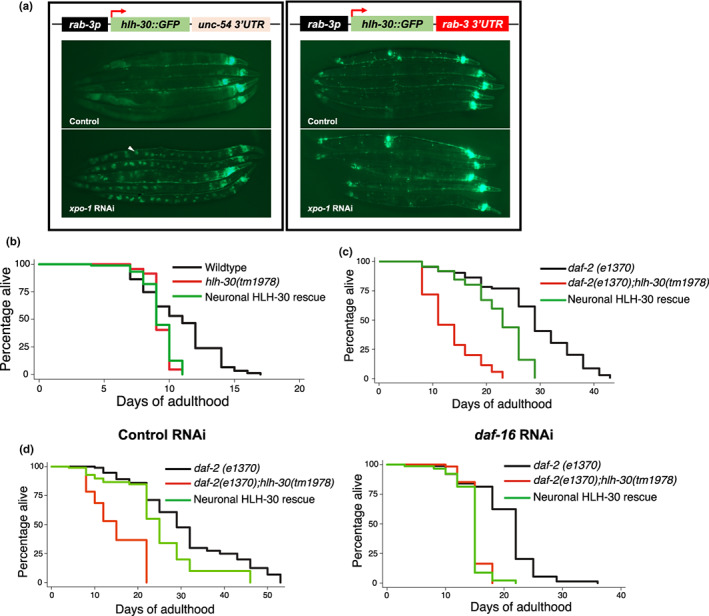
Neuronal HLH‐30/TFEB is a regulator of longevity. (a) (Left panel) Presence and (Right panel) absence of HLH‐30::GFP intestinal misexpression (arrowhead, GFP‐enriched intestinal nucleus) under combinatorial regulation from the *rab‐3* promoter (*rab‐3p*) and *unc‐54* or *rab‐3* 3′ untranslated region (3′UTR), respectively, as detected with RNAi knockdown of the nuclear exportin gene *xpo1*, (b) Lifespan analyses of wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued, *hlh‐30(tm1978)* animals fed OP50 at 25°C. (c, d) Lifespan analyses of *daf2(e1370)*, *daf‐2(e1370);hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued *daf2(e1370);hlh‐30(tm1978)* animals fed (c) OP50 and (d) control RNAi (*L4440*) or RNAi against *daf‐16* at 25°C. Animals were developed on OP50 at 20°C and shifted to 25°C on (a to c) OP50 or (d) bacteria expressing RNAi from day 1 of adulthood. Data are representatives of 3 independent replicates and comparisons were made by Mantel‐Cox log‐rank. See Figures S1 and S2, Tables S1–S3 for additional details on lifespan analyses.

Since systemic HLH‐30/TFEB was previously demonstrated to be essential for lifespan extension in several longevity paradigms (Lapierre et al., 2013; Lin et al., 2018), we next investigated the role of neuronal HLH‐30/TFEB in regulating longevity. As DAF‐16/FOXO was previously reported to co‐regulate IIS‐dependent longevity with HLH‐30/TFEB (Lin et al., 2018), we investigated this in long‐lived *daf‐2(e1370)* IIS mutants in which longevity is mediated by DAF‐16/FOXO activity (Kenyon et al., 1993; Lin et al., 1997). We again performed lifespan analyses at 25°C to maintain consistency so that neuronal HLH‐30/TFEB requirement for normal lifespan and longevity can be compared. *daf2(e1370);hlh‐30(tm1978)* double mutants exhibited reduced lifespan in comparison to long‐lived *daf‐2(e1370)* animals, in line with previous studies of *hlh‐30* loss of function and silencing in *daf‐2* mutants (Figure 1c, Figure S2a, b and Table S2) (Lapierre et al., 2013; Lin et al., 2018). In contrast to observations in *hlh‐30(tm1978)* mutants (Figure 1b), the partial restoration of lifespan by neuronal HLH‐30/TFEB rescue in *daf‐2(e1370);hlh‐30(tm1978)* animals was preserved in several lines (Figure 1c, Figure S2a, b and Table S2), which was abolished with RNAi‐mediated knockdown of *daf‐16* (Figure 1d, Table S3), indicating that neuronal HLH‐30/TFEB mediates longevity in *daf‐2* mutants dependently on DAF‐16/FOXO. Of note, although lifespan can be affected by different bacterial food sources (Stuhr & Curran, 2020), we observed similar lifespan trends from animals fed OP50 or control RNAi in HT115 *Escherichia coli* herein (Figure 1c, d).To determine if differences in *hlh‐30* expression account for disparities in neuronal HLH‐30/TFEB requirements for lifespan extension in *daf‐2(e1370);hlh‐30(tm1978)* and *hlh‐30(tm1978)* mutants, we compared *hlh‐30* expression levels of these animals to their *daf‐2* and wildtype controls. Although *daf‐2* mutants have greater *hlh‐30* expression than wildtype animals (Figure S2c), neuronal HLH‐30/TFEB rescued *daf‐2(e1370);hlh‐30(tm1978)* mutants exhibited similar *hlh‐30* expression to their *daf‐2* controls (Figure S2c), whereas neuronal HLH‐30/TFEB rescued *hlh‐30(tm1978)* mutants had similar or higher *hlh‐30* expressions than their wildtype controls (Figure S1f). This indicated that the robust lifespan extension by neuronal HLH‐30/TFEB in *daf‐2(e1370);hlh‐30(tm1978)* mutants was not due to greater neuronal HLH‐30/TFEB expression. Taken together, these results demonstrated that neuronal HLH‐30/TFEB is not necessarily required for the regulation of normal lifespan but is essential for IIS‐dependent longevity.

### 2.2 Neuronal HLH‐30/TFEB mediates heat stress resistance independently of DAF16/FOXO

The relationship between thermoresistance and lifespan extension was demonstrated by improved thermotolerance from pro‐longevity mutations and lifespan‐extending effects of transient heat stress exposure in *C. elegans* (Butov et al., 2001; Kumsta et al., 2017; Lithgow et al., 1995; Michalski et al., 2001). As HLH‐30/TFEB is systemically required for thermotolerance (Lin et al., 2018) and long‐lived *daf‐2(e1370)* mutants are more thermotolerant than wildtype animals (Lithgow et al., 1995), we wanted to investigate if neuronal HLH‐30/TFEB mediates thermoresistance since it regulates IIS‐dependent longevity. Corroborating previous observations (Lin et al., 2018), animals expressing ubiquitous or neuronal HLH‐30::GFP exhibited HLH‐30/TFEB nuclear enrichment following exposure to acute heat stress at 37°C (Figure 2a, Figure S3a, b). Notably, *hlh‐30(tm1978)* mutants exhibited compromised survival in comparison to wildtype animals with prolonged heat stress, which was mitigated by the neuronal rescue of HLH‐30/TFEB (Figure 2b, Figure S3c, d). Additionally, overexpression of neuronal HLH‐30/TFEB enhanced the survival of wildtype animals to heat stress (Figure S3g). Surprisingly, we found that neuronal HLH‐30/TFEB rescue failed to improve the reduced survival of *daf‐2(e1370);hlh‐30(tm1978)* double mutants to heat stress (Figure 2c, Figure S3e, f). In sum, our observations demonstrate that neuronal HLH‐30/TFEB is important for heat stress resistance in wildtype but not in long‐lived *daf‐2(e1370)* animals.

**FIGURE 2:**
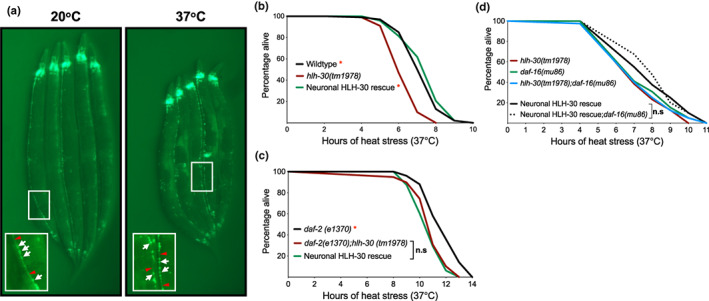
Neuronal HLH‐30/TFEB mediates resistance to heat stress. (a) HLH‐30::GFP in neurons at control conditions (20°C) and following 3 h of heat stress at 37°C. Regions of GFP‐marked ventral nerve cords are shown in enlarged insets with neuronal cell bodies (white arrows) and axonal tracts (red arrowheads) as indicated. (b, c) Survival analyses of neuronal HLH‐30/TFEB rescued animals in comparison with (b) wildtype, *hlh‐30(tm1978)*, (c) *daf‐2(e1370)*, and *daf‐2(e1370);hlh‐30(tm1978)* controls at 37°C heat stress. (d) Survival analyses of neuronal HLH‐30/TFEB rescued *hlh‐30(tm1978)* animals in in the absence (black) and presence (black dotted) of *daf16(mu86)* loss of function at 37°C heat stress. Animals were developed at 20°C and shifted to 37°C to induce heat stress at day 1 of adulthood. Data are representatives of 2–4 independent replicates and comparisons were made by Mantel‐Cox log‐rank (*n* = 78–200/strain; n.s, *p* ≥ 0.05; *, *p* < 0.05; in comparison to (b) *hlh‐30(tm1978)*, (c) *daf2(e1370);hlh‐30(tm1978)* and (d) neuronal HLH‐30/TFEB rescued animals). See Figure S3 for heat stress survival analyses on additional neuronal HLH‐30/TFEB rescued lines.

Interestingly, our findings indicate that there are differential requirements for neuronal HLH‐30/TFEB in regulating longevity and thermoresistance in wildtype and long‐lived genetic backgrounds. Moreover, the lack of survival improvements with neuronal HLH‐30/TFEB rescue in *daf‐2(e1370);hlh‐30(tm1978)* double mutants despite DAF‐16/FOXO‐dependent lifespan extension (Figure 1d, Table S3) suggests that neuronal HLH‐30/TFEB does not regulate thermoresistance through DAF‐16/FOXO, in line with previous findings that these transcription factors mediate heat stress protection through separate pathways (Lin et al., 2018). Indeed, loss of function *daf‐16(mu86)* did not dampen the survival of neuronal HLH‐30/TFEB rescued animals to heat stress in non*daf‐2(e1370)* animals (Figure 2d). Taken together, these findings demonstrated that neuronal HLH‐30/TFEB requires DAF‐16/FOXO to regulate longevity but not thermoresistance.

### 2.3 Neuronal HLH‐30/TFEB mediates thermoresistance via W06A11.1

To gain insights into mechanisms mobilized by neuronal HLH‐30/TFEB to mediate heat stress resistance, we compared systemic RNAseq transcriptomics profiles of wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued animals from heat stressed to control conditions. 

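RNA from whole animals of 3 genotypes was sequenced, and the number of reads counted on each gene was deposited for every library. The genotypes were wildtype, *hlh-30(tm1978)* mutants, and *hlh-30(tm1978)* mutants carrying *hlh-30::GFP* under the *rab-3* promoter and the *rab-3* 3′UTR, which direct it to neurons (rescued animals). Animals were harvested on day 1 of adulthood after 3 h at 20°C or 37°C, with 4 replicates in each of the 6 groups and 24 libraries in all. The *hlh-30* gene (WBGene00020930) lies on the minus strand of chromosome IV from 4014799 to 4028127. In CPM normalized by edgeR's TMM method, *hlh-30* was counted at 39.9, 43.6 and 73.8 in the wildtype libraries at 20°C and at 17.3, 20.5, 15.5 and 17.2 in those at 37°C. In *hlh-30(tm1978)* mutants the values were 8.13, 8.63, 16.0 and 13.7 CPM at 20°C and 7.88, 4.19, 6.97 and 5.65 CPM at 37°C. In rescued animals they were 61.2, 77.3, 57.4 and 117.1 CPM at 20°C and 24.4, 27.1, 50.9 and 24.7 CPM at 37°C. Every mutant library was below every library of the other genotypes at the same temperature. The authors had the reads trimmed with Trimmomatic, mapped to the *C. elegans* Ensembl genome with STAR and counted with the Subread package, and the deposited values are raw counts for 46756 genes of the WBcel235 assembly. The paper's text does not name the strand setting of the counting, so the counts of overlapping, antisense or near-identical genes are uncertain. The file given for wildtype replicate 1 at 20°C names another library in its header, and all 46756 of its counts equal those of wildtype replicate 4 at 37°C. In any other pair of libraries, at most 5.78% of the detected genes had equal counts. This file was left out because of its header, which left 23 libraries and 3 replicates of wildtype at 20°C. Between 11207383 and 28091186 reads per library were counted on genes, with a median of 13971947. The range in wildtype was 13843240 to 14396084 at 20°C (median 13971947) and 11207383 to 28091186 at 37°C (median 25620443). In *hlh-30(tm1978)* mutants it was 12228267 to 23025013 at 20°C (median 14462280) and 12021723 to 26428057 at 37°C (median 13062318). In rescued animals it was 13261171 to 15845829 at 20°C (median 14744718) and 11661889 to 23184409 at 37°C (median 12924596). The totals fell into 6 deeper libraries with at least 23025013 reads and 17 shallower libraries with at most 15845829, and neither the labels nor the paper's text gives a sequencing batch. The deeper libraries were 3 of the 4 from wildtype at 37°C, 1 each from mutants at 20°C, mutants at 37°C and rescued animals at 37°C, and none from wildtype or rescued animals at 20°C. In wildtype, depth and heat can therefore be told apart only through replicate 1 at 37°C. Genes with an average of under 10 counts over all libraries were removed, as in the paper's methods, which kept 13482 genes. Heat was tested within each genotype, and each pair of genotypes at 20°C, on the libraries compared. A difference between genotypes in the response to heat was tested as the genotype by temperature interaction in a model of all 6 groups. The smallest p that an exact permutation test allows is 0.0286 for 4 libraries against 4 and 0.0571 for 4 against 3, so this test cannot reach 0.05 for heat in wildtype.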

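In wildtype, 2029 of the 13482 genes were higher and 2299 lower at 37°C than at 20°C, with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *hlh-30(tm1978)* mutants 2870 were higher and 2268 lower, and in rescued animals 1580 were higher and 1176 lower. The balance depends on the scaling, as library size only gave 2154 higher and 3139 lower in mutants and 1295 higher and 1518 lower in rescued animals. In wildtype it gave 1603 higher and 2669 lower, while upper quartile factors gave 2168 higher and 2102 lower. With the replicate number as a block, 1867 genes were higher and 1957 lower in wildtype, where the residuals of same-numbered libraries correlated by 0.165. In mutants, where they correlated by 0.210, the block gave 3250 higher and 2692 lower genes. The alternative that moved the wildtype counts most was chosen after seeing the data and took the 24 files as deposited. It left 0 genes past the threshold in wildtype and 3737 at an unadjusted p under 0.05. Another one chosen after seeing the data, with the depth class of the libraries as a covariate, left 1350 genes in wildtype. Of 22 *hsp* genes tested, 13 had an adjusted p-value under 0.05 in all 3 genotypes, and all 13 were higher at 37°C in each. The *hsp-70* gene (WBGene00002026), on chromosome I from 9320325 to 9322534, rose in wildtype from 0.739 ± 0.474 CPM (SD, n = 3) to 1617 ± 419 CPM (SD, n = 4). It rose from 5.5 ± 7.28 to 1949 ± 444 CPM in mutants and from 3.27 ± 1.36 to 939 ± 203 CPM in rescued animals (SD, n = 4 each). Its log2 fold change was 11.08 in wildtype (standard error 0.48, adjusted p = 8.71e-06), 8.53 in mutants (standard error 0.74, adjusted p = 7.75e-06) and 8.21 in rescued animals (standard error 0.32, adjusted p = 4.36e-09; all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between genotypes in this response was not past the threshold, with an interaction of −2.56 between mutants and wildtype (standard error 0.89, adjusted p = 0.972) and −2.91 between rescued animals and wildtype (standard error 0.90, adjusted p = 0.0746). Every library at 37°C was above every library at 20°C of its genotype for *hsp-70*, *hsp-16.2* and *hsp-16.41* (2-sided exact permutation test, p = 0.0571 in wildtype and 0.0286 in the others, the smallest possible). For *hsp-16.2* (WBGene00002016), on chromosome V from 1804334 to 1804971, the log2 fold change was 10.34, 8.56 and 8.97 in wildtype, mutants and rescued animals. For *hsp-16.41* (WBGene00002018), on chromosome V from 1805178 to 1805875, it was 10.79, 8.42 and 9.02 in the same order. Smaller rises were found for *hsp-110* (2.32, 2.50 and 2.91), *hsp-90* (2.80, 2.47 and 2.03) and *hsp-4* (1.07, 1.69 and 1.50). The genes *hsp-16.1* and *hsp-16.48* are each annotated as a pair with the same symbol, so reads shared between the copies make their counts uncertain. Their log2 fold changes lay between 7.10 and 7.91, apart from 1 copy of *hsp-16.48* (WBGene00002019) with at most 3 counts in wildtype at 20°C, which was at least 304-fold higher at 37°C. Within the 37°C groups, the deeper libraries differed from the others by log2 values of −5.33 to −2.77 in these copies.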

Across all genotypes, heat stress induced transcriptional changes including the expected upregulation of the heat shock protein (*hsp)* genes (Lee et al., 1996; Morimoto, 1998) (Figure 3a, Figure S4a, b). We performed gene set enrichment analysis (GSEA) of these transcriptional changes for each genotype to identify gene ontology (GO) biological processes (BP) terms enriched in wildtype and neuronal HLH‐30/TFEB animals but not in *hlh‐30(tm1978)* mutants to identify systemic heat responsive processes dependent on neuronal HLH‐30/TFEB. Although the most significantly enriched terms of “translational initiation,” “positive regulation of cell migration by vascular endothelial growth factor signaling pathway,” and “positive regulation of endothelial cell chemotaxis by VEGF‐activated vascular endothelial growth factor receptor signaling pathway” were commonly upregulated by heat stress across the genotypes, we did not uncover any processes enriched only in wildtype and neuronal HLH‐30/TFEB animals (Figure S4c). 

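The gene sets behind these terms were not used here. In their place, 7 sets were defined from gene symbols and tested in each genotype with camera from limma on log2 CPM, with Benjamini-Hochberg adjustment over the 21 tests. The 32 translation initiation factors tested had a mean log2 fold change of 0.30 in wildtype (adjusted p = 0.0496), 0.27 in *hlh-30(tm1978)* mutants (adjusted p = 0.0948) and 0.16 in rescued animals (adjusted p = 0.256). The mean over all 13482 genes was 0.04, 0.13 and 0.12 in the same order. Adding the replicate block, the set's mean was 0.25 in wildtype (adjusted p = 0.0572) and 0.27 in mutants (adjusted p = 0.0572), where same-numbered libraries correlated by 0.165 and 0.210. The alternative that moved the wildtype result most estimated the correlation between the genes of the set from the data, which gave an adjusted p of 0.740, and over 6 alternatives it ranged from 0.0152 to 0.740. The response of this set did not differ between genotypes past the threshold. The interaction was −0.04 between mutants and wildtype (adjusted p = 0.179), −0.14 between rescued animals and mutants (adjusted p = 0.174) and −0.18 between rescued animals and wildtype (adjusted p = 0.102), from camera with Benjamini-Hochberg adjustment over 21 tests. Of 7 *C. elegans* genes listed for VEGF signaling, 6 were tested one by one. The protein kinase D gene *dkf-1* (WBGene00012352), on chromosome I from 13640297 to 13648405, rose by a log2 fold change of 0.71 in wildtype (standard error 0.22, adjusted p = 0.0358) and 0.54 in rescued animals (standard error 0.18, adjusted p = 0.0481). In mutants its log2 fold change was 0.33 (standard error 0.18, adjusted p = 0.180; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between mutants and wildtype was −0.39 (standard error 0.24, adjusted p = 0.972) and that between rescued animals and mutants 0.17 (standard error 0.23, adjusted p = 0.827). The genes *ver-1*, *ver-3*, *ver-4*, *pvf-1* and *dkf-2* were not past the threshold in any genotype, with log2 fold changes from −1.26 to 0.64.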

Interestingly, GO BP terms relating to neuronal processes such as “protein localization to presynapse” and “axo dendritic protein transport” were most significantly enriched with heat stress in neuronal HLH‐30/TFEB animals, suggesting a cell‐autonomous role of neuronal HLH‐30/TFEB in modulating neuronal function in response to heat stress (Figure S4c). 

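A set of 30 presynaptic and axonal transport genes, of which 29 were tested with the same method, had a mean log2 fold change with heat of −0.17 in wildtype (adjusted p = 0.368), −0.10 in *hlh-30(tm1978)* mutants (adjusted p = 0.410) and −0.04 in rescued animals (adjusted p = 0.480), from camera with Benjamini-Hochberg adjustment over 21 tests. In a fit with the replicate block, the means were −0.22 in wildtype (adjusted p = 0.287) and −0.10 in mutants (adjusted p = 0.433), with the correlations of 0.165 and 0.210 between same-numbered libraries. Without a filter on low counts, the mean of −0.12 in mutants had an adjusted p of 0.0392, and over the 5 alternatives it ranged from 0.0392 to 0.740. The interaction between rescued animals and mutants was 0.02 (adjusted p = 0.691), that between rescued animals and wildtype 0.08 (adjusted p = 0.685) and that between mutants and wildtype 0.06 (adjusted p = 0.691).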

Notably, we did not find significant enrichments of any autophagy‐related GO BP terms with heat stress in wildtype and neuronal HLH‐30/TFEB rescued animals despite HLH‐30/TFEB's role as the master transcriptional activator of autophagy (Figure S5a), suggesting that autophagy may not be transcriptionally induced, at least not at the duration of heat stress investigated herein.

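All 34 genes of the autophagy set were counted above the filter. Their mean log2 fold change with heat was −0.14 in wildtype (adjusted p = 0.566), 0.08 in *hlh-30(tm1978)* mutants (adjusted p = 0.762) and 0.15 in rescued animals (adjusted p = 0.461), from camera with Benjamini-Hochberg adjustment over 21 tests. Fitted with the replicate block, the mean was −0.16 in wildtype (adjusted p = 0.433) and 0.09 in mutants (adjusted p = 0.667), where same-numbered libraries correlated by 0.165 and 0.210. The mean in mutants changed sign to −0.07 when libraries were scaled by their size only, a scaling that moved the median of all genes there by −0.15. The interaction was 0.21 between mutants and wildtype (adjusted p = 0.0878), 0.03 between rescued animals and mutants (adjusted p = 0.685) and 0.23 between rescued animals and wildtype (adjusted p = 0.174).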

**FIGURE 3:**
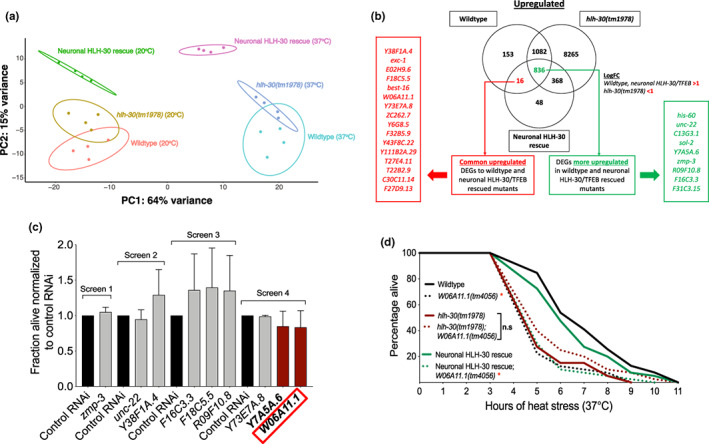
Neuronal HLH‐30 mediates thermoresistance through *W06A11.1*. (a) Principal component analysis (PCA) plot of wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued animals based on the regularized log transformed gene count tables from the RNAseq analysis obtained from 20°C (control conditions) and 37°C (heat stress). (b) Genes upregulated by 37°C (heat stress) in comparison to 20°C (control conditions) for each genotype were overlapped to extract significant heat stress‐induced differentially expressed genes (adjusted *p* < 0.05) unique to or more upregulated (Log_2_ fold change [LogFC] thresholds applied as indicated) in wildtype and neuronal HLH‐30/TFEB rescued animals than *hlh‐30(tm1978)* mutants. (a and b) Animals from 4 independent replicates were developed at 20°C to day 1 of adulthood and harvested for RNA after 3 h of further growth at 20°C (control conditions) or 37°C (heat stress). (c) Neuronal HLH‐30/TFEB rescued animals were fed RNAi bacteria to knockdown heat stress‐upregulated genes for 48 h following development at 20°C to day 1 of adulthood, and scored for survival after 7 h of 37°C heat stress (*n* = 88–93/RNAi; fraction alive normalized to control RNAi per screen). Data are representative of 2 independent replicates. (d) Survival analyses of wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued animals in the absence (solid lines) and presence (dotted lines) of *W06A11.1(tm4056)* loss of function at 37°C heat stress. Animals were developed at 20°C to day 1 of adulthood and exposed to 37°C heat stress until death. Data are representative of 2 independent replicates and comparisons were made by Mantel‐Cox log‐rank (*n* = 79–80/strain; n.s, *p* ≥ 0.05; *, *p* < 0.05; *W06A11.1(tm4056)* compared to control per genotype).

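In the principal component analysis of regularized log values of the 500 most variable genes in 23 libraries, PC1 held 64.2% of the variance and PC2 15.4%. The position on PC1 was −15.2 ± 1.71 in wildtype at 20°C (SD, n = 3) and 18.7 ± 2.03 at 37°C (SD, n = 4). In *hlh-30(tm1978)* mutants it was −14.9 ± 2.40 at 20°C and 17.7 ± 2.01 at 37°C, and in rescued animals −16.7 ± 2.62 at 20°C and 6.66 ± 1.91 at 37°C (SD, n = 4 each). The position on PC2 was −10.5 ± 1.57 at 20°C and −7.02 ± 2.77 at 37°C in wildtype, −3.36 ± 1.47 and −0.0367 ± 1.84 in mutants, and 6.57 ± 1.37 and 11.7 ± 0.513 in rescued animals. Using all genes that passed the filter moved these shares most, to 44.6% for PC1 and 20.3% for PC2.

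**Figure D1:**
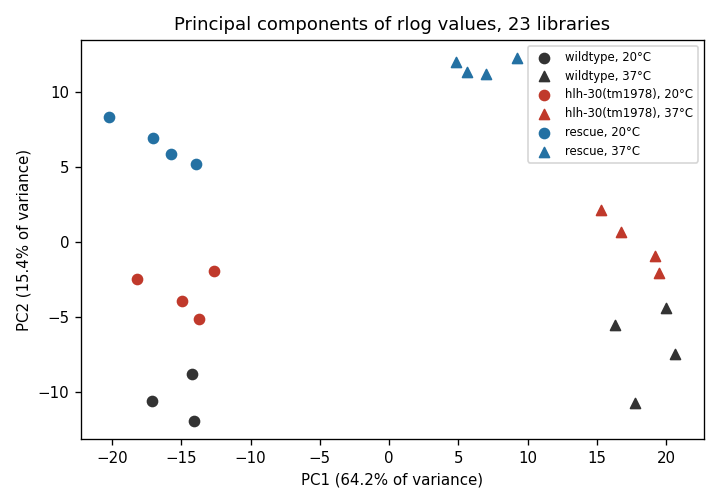
Position of each of the 23 libraries on PC1 (64.2% of variance) and PC2 (15.4%) of the regularized log values, coloured by genotype and marked by temperature. Libraries at 20°C lie at PC1 values between −20.2 and −12.6 and libraries at 37°C between 4.85 and 20.7, with the rescued animals at 37°C between 4.85 and 9.21.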

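Between genotypes, 1065 genes were higher and 679 lower with heat in all 3, at an adjusted p-value under 0.05 in each. Of the 1073 genes higher in both wildtype and rescued animals, all 1073 had a positive log2 fold change in *hlh-30(tm1978)* mutants, and 716 genes were lower in both. Over the 13482 genes, the heat log2 fold changes of wildtype and mutants correlated by 0.916, those of wildtype and rescued animals by 0.773 and those of mutants and rescued animals by 0.845. These correlations are across genes, which are not independent replicates. The interaction between genotype and temperature was past an adjusted p-value of 0.05 for 0 genes between mutants and wildtype, with 585 at an unadjusted p under 0.05. It was past the threshold for 6 genes between rescued animals and mutants, 1 with a larger and 5 with a smaller value in rescued animals. Between rescued animals and wildtype, 414 genes passed, 329 with a larger and 85 with a smaller value in rescued animals. These counts come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate block, 0 genes passed between mutants and wildtype and 651 had an unadjusted p under 0.05, and the residuals of same-numbered libraries correlated by 0.108. The block gave 18 genes between rescued animals and mutants and 634 between rescued animals and wildtype, where these correlations were 0.0861 and 0.0868. Without a filter on low counts, which moved the smaller counts most, 5 genes passed between mutants and wildtype and 90 between rescued animals and mutants. Leaving out 1 replicate moved the largest count most among the alternatives planned beforehand, to between 93 and 1513 genes between rescued animals and wildtype. DESeq2's Wald test gave 958 there. With the files as deposited, chosen after seeing the data, 0 genes passed there and 1438 had an unadjusted p under 0.05. On simulated counts for 4 groups of 4 libraries, the same test recovered 165 of 200 genes with a true log2 interaction of 2. It also called 17 unchanged genes. An interaction with a group of 3 libraries, as wildtype has at 20°C, was not simulated. Neither were smaller interactions, so the share of those that the test would recover is unknown.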

As we were unable to delineate shared global changes between wildtype and neuronal HLH‐30/TFEB animals, we sought to identify the specific genes which exhibited common heat stress‐induced differential expression in both genotypes in comparison to *hlh‐30(tm1978)* mutants. 

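The overlap rule takes the genes higher with heat in a pair of genotypes at an adjusted p-value under 0.05. A gene was counted as unique to the pair when its log2 fold change in the third genotype was not above 0 or the gene was not tested there, and as more upregulated when its log2 fold change was above 1 in both and between 0 and 1 in the third, whether or not it was significant there. Applied to wildtype and *hlh-30(tm1978)* mutants against rescued animals, the rule gave 418 genes, 26 of them unique. For mutants and rescued animals against wildtype it gave 79 genes, 9 of them unique. The replicate block gave totals of 401 and 94, with correlations of 0.165 in wildtype and 0.210 in mutants between same-numbered libraries. The alternative that moved both totals most counted the third genotype only where it was significant, which gave 960 and 327 genes. Taking the files as deposited, chosen after seeing the data, gave 0 genes for wildtype and mutants against rescued animals and 200 at an unadjusted p under 0.05.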

Heat stress‐induced up‐ and downregulated differentially expressed genes (DEGs) identified per genotype were subsequently overlapped between genotypes to extract DEGs unique to or which exhibited a greater expression change in wildtype and neuronal HLH‐30/TFEB rescued animals relative to *hlh‐30(tm1978)* mutants (Figure 3b, Figure S5b). For these analyses, we applied thresholds for adjusted *p*‐values of significance and Log_2_ fold changes and derived a total of 25 upregulated and 9 downregulated DEGs (Figure 3b, Figure S5b). 

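For wildtype and rescued animals against *hlh-30(tm1978)* mutants, the overlap of the 3 edgeR comparisons gave 0 unique and 13 more upregulated genes, and 0 unique and 15 more downregulated genes. At an unadjusted p under 0.05 in place of the adjusted one, the counts were 0 and 21 upregulated and 0 and 25 downregulated. The 13 genes were *his-60*, *unc-22*, *C13G3.1*, *sol-2*, *Y7A5A.6*, *zmp-3*, *R09F10.8*, *F16C3.3* and *F31C3.15*, which Fig. 3b lists as more upregulated, and *anr-36*, *his-61*, *linc-60* and *fbxb-97*. The 15 genes were *aat-1*, *C18H9.5*, *C34D1.4*, *F53B1.8*, *frpr-7*, *gpr-158*, *hlh-30*, *K01A2.10*, *lgc-39*, *lin-44*, *nlp-79*, *T07F12.4*, *tmed-13*, *unk-1* and *ZC250.4*. With the replicate block, 12 genes were more upregulated and 14 more downregulated, and same-numbered libraries correlated by 0.165 in wildtype and 0.210 in mutants. Leaving out 1 replicate moved the upregulated count most among the alternatives planned beforehand, to between 7 and 25, and an adjusted p-value under 0.01 left 4. Fig. 3b lists 16 genes as unique to wildtype and rescued animals. All 16 had a positive log2 fold change in mutants, and 15 of them had an adjusted p-value under 0.05 there, as did 13 in wildtype and 15 in rescued animals (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In mutants, 7 of the 16 had at most 3 counts in every library at 20°C and were at least 2.98-fold to at least 5.13-fold higher at 37°C, and the other 9 had log2 fold changes from 1.42 to 2.97. In wildtype, 7 were in that state at 20°C and were at least 4.21-fold to at least 9.52-fold higher at 37°C, and the other 9 had log2 fold changes from 1.11 to 3.3. In rescued animals, 5 were, at least 5.75-fold to at least 9.83-fold higher, and the other 11 had log2 fold changes from 1.17 to 2.99. The average count of the 16 genes per library was 6.13 to 9.75 in mutants, 11.9 to 28.7 in wildtype, 10.1 to 19.8 in rescued animals and 10.5 to 14.6 over all libraries. A filter of an average of at least 10 counts within each genotype, chosen after seeing the data, removed all 16 from the mutants and gave 14 unique and 11 more upregulated genes, among them 12 of the 16 and 7 of the 9 listed. With DESeq2's Wald test and this filter, also chosen after seeing the data, 13 unique and 16 more upregulated genes were found, among them 11 of the 16 and 9 of the 9. The 9 genes listed as more upregulated had log2 fold changes from 0.60 to 1.00 in mutants, 1.06 to 1.98 in wildtype and 1.03 to 2.13 in rescued animals, and 7 of the 9 had an adjusted p-value under 0.05 in mutants.

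**Figure D2:**
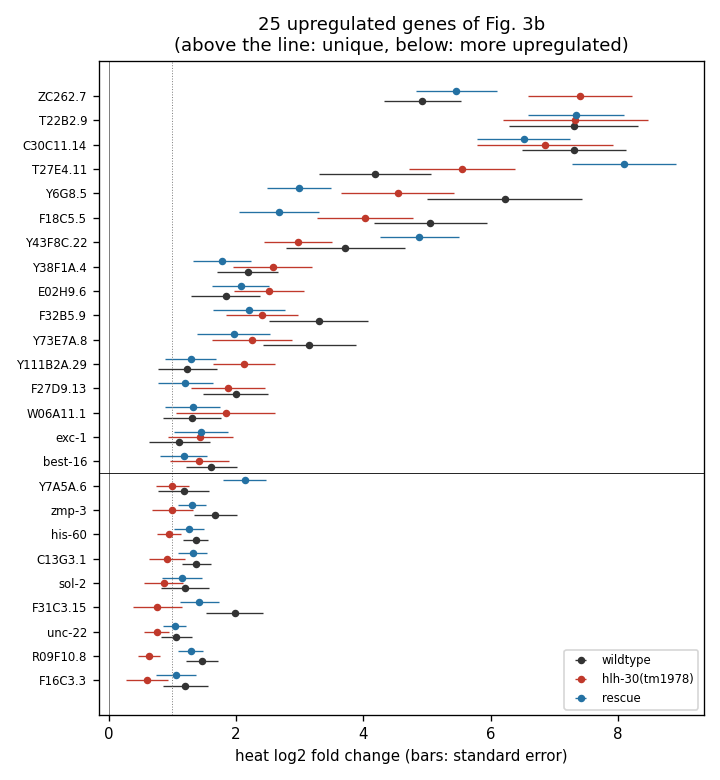
Heat log2 fold change (horizontal axis, bars are standard errors) of each of the 25 upregulated genes listed in Fig. 3b, in wildtype, *hlh-30(tm1978)* mutants and rescued animals. All 25 lie above 0 in the mutants.

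**Figure D3:**
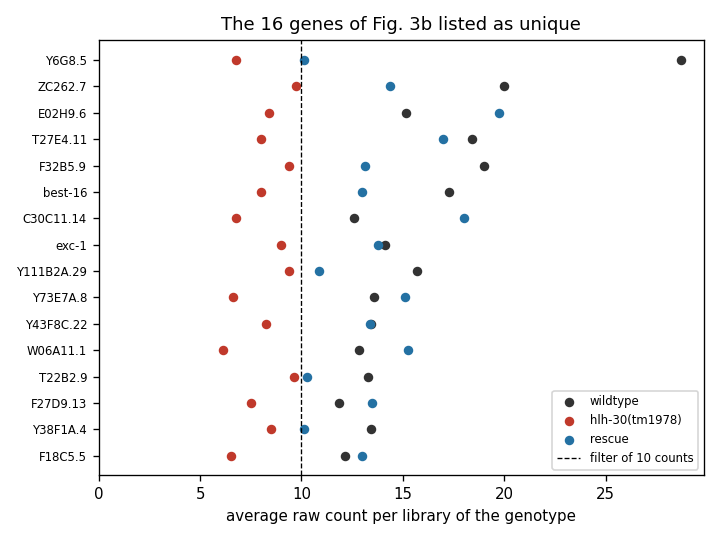
Average raw count per library (horizontal axis) of the 16 genes listed as unique in Fig. 3b, in each genotype, with a dashed line at 10 counts. In the mutants the averages are 6.13 to 9.75, and in wildtype and rescued animals they are at least 10.1.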

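In the Ensembl annotation used here (release 115), 18 of the 25 upregulated genes that Fig. 3b lists are protein coding. The other 7 are *F32B5.9* and *T27E4.11* (snRNA), *Y43F8C.22* (snoRNA), *Y111B2A.29* (antisense RNA), and *T22B2.9*, *C30C11.14* and *F31C3.15* (ncRNA). Of these, 6 belong to the 16 genes listed as unique, of which 10 are protein coding. Counts of the antisense RNA depend on the strand setting, which the paper's text does not name. The 16 genes averaged between 10.5 and 14.6 counts per library over all 23 libraries, and the 9 listed as more upregulated between 35.6 and 1148.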

We were unable to perform GSEA or GO enrichment analyses of these DEGs due to the small number and the lack of functional annotation for many of them.

To uncover new neuronal HLH‐30/TFEB‐dependent modulators of heat stress resistance, we first performed gene knockdowns of upregulated DEGs with available RNAi clones on neuronal HLH‐30/TFEB rescued animals to identify promising functional targets for subsequent comprehensive assessment (Figure 3c). As *hlh‐30(tm1978)* mutants exhibited disparate survival from wildtype and neuronal HLH‐30/TFEB rescued animals at the 7th hour of heat stress (Figure 2b, d, Figure S3c, d), we reasoned that detrimental effects of gene knockdowns on survival would be distinguishable at this timepoint from our initial screens. Although we did not observe significant reductions of survival to heat stress at the timepoint examined, genes *Y7A5A.6* and *W06A11.1* exhibited trends in dampened survival with knockdown. We followed up on a comprehensive analysis of W06A11.1 since its expression was originally reported in the muscle (Fox et al., 2007), a tissue that can modulate lifespan and proteostasis in response to neuronal signaling (Burkewitz et al., 2015; Garcia et al., 2007; O'Brien et al., 2018; Prahlad & Morimoto, 2011; Silva et al., 2013; Tatum et al., 2015; van Oosten‐Hawle et al., 2013; Zhang et al., 2019). Of note, our findings of *hlh‐30*‐dependent upregulation of *W06A11.1* with heat stress corroborated previous transcriptomics comparisons between heat‐stressed wildtype and *hlh‐30(tm1978)* mutants (Lin et al., 2018). 

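*W06A11.1* (WBGene00021052) is a protein coding gene on the plus strand of chromosome II from 4067558 to 4069771, and it had between 0 and 52 counts per library. It was counted at 0.359 ± 0.131 CPM at 20°C (SD, n = 3) and 0.898 ± 0.285 CPM at 37°C (SD, n = 4) in wildtype. The values were 0.150 ± 0.186 and 0.570 ± 0.231 CPM in *hlh-30(tm1978)* mutants and 0.523 ± 0.233 and 1.24 ± 0.526 CPM in rescued animals (SD, n = 4 each). The heat log2 fold change was 1.31 in wildtype (standard error 0.46, adjusted p = 0.0537), 1.84 in mutants (standard error 0.78, adjusted p = 0.0745) and 1.32 in rescued animals (standard error 0.44, adjusted p = 0.0462), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 2-sided exact permutation tests, heat gave p = 0.0571 in wildtype, the smallest that 4 libraries against 3 allow, 0.0571 in mutants and 0.0286 in rescued animals. The difference in the heat response was 0.52 between mutants and wildtype (standard error 0.90, adjusted p = 0.975) and −0.57 between rescued animals and mutants (standard error 0.83, adjusted p = 0.826), from the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 37°C, every rescued library was above every mutant library (exact permutation test, p = 0.0286), while mutants and wildtype overlapped (p = 0.171), as did rescued animals and wildtype (p = 0.286). At 20°C, exact p-values were 0.229 between mutants and wildtype, 0.0571 between rescued animals and mutants and 0.571 between rescued animals and wildtype. With the replicate block, the log2 fold change was 1.33 in wildtype (adjusted p = 0.0858) and 1.86 in mutants (adjusted p = 0.0756), where same-numbered libraries correlated by 0.165 and 0.210, and 1.27 in rescued animals (adjusted p = 0.0660), where they correlated by 0.0155. The call in rescued animals was thus lost, as it was with DESeq2's Wald test (adjusted p = 0.0638), library size only (adjusted p = 0.0627) and upper quartile factors (adjusted p = 0.0573). Fitting all libraries together changed the calls, with 1.84 in mutants (adjusted p = 0.0237) and 1.26 in rescued animals (adjusted p = 0.0807), as did dropping the filter on low counts, with 1.78 in mutants (adjusted p = 0.0462) and 1.29 in rescued animals (adjusted p = 0.0502). Over the alternatives, the adjusted p ranged from 0.0237 to 0.174 in mutants, from 0.0461 to 0.183 in rescued animals and from 0.0519 to 0.326 in wildtype. From the overlap of the heat responses, the paper derives genes unique to or more upregulated in wildtype and rescued animals than in mutants (Fig. 3b). It reasons that knockdowns that lower survival would be distinguishable at the 7th hour of heat stress, finds trends for *Y7A5A.6* and *W06A11.1* (Fig. 3c), and followed up *W06A11.1* because its expression was originally reported in the muscle. The paper then states that its finding of *hlh-30*-dependent upregulation of *W06A11.1* with heat was also made in earlier transcriptomics of wildtype and mutants. Its case does not rest on RNA counts alone. It reports that a W06A11.1::DsRed reporter rose with heat in wildtype animals and did not rise in mutants. It also reports that loss of *W06A11.1* lowered survival of heat in wildtype and rescued animals but not in mutants. The counts used here do not test the reporter or survival.

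**Figure D4:**
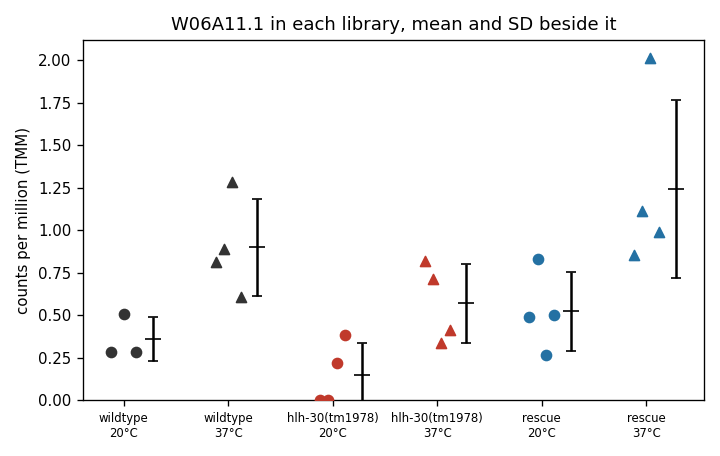
CPM of *W06A11.1* in each of the 23 libraries by genotype and temperature, with the mean and SD of each group beside the points. Group means rise from 0.359 to 0.898 in wildtype, from 0.150 to 0.570 in mutants and from 0.523 to 1.24 in rescued animals.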

We found that both loss of function *W06A11.1(tm4056)* and RNAi‐mediated knockdown of *W06A11.1* compromised the survival of wildtype and neuronal HLH‐30/TFEB rescued animals but not of *hlh‐30(tm1978)* mutants during heat stress (Figure 3d, Figure S7a). Interestingly, the lack of these robust depletions in survival with *W06A11.1* knockdown in our initial screens (Figure 3c) suggests that other screened DEGs may also be functional modulators of thermoresistance which did not pass the threshold of detection at the timepoint examined herein. As such, these genes remain possible targets for future studies to explore. Taken together, our findings indicated that neuronal HLH‐30/TFEB mediates thermoresistance dependently of the novel modulator, W06A11.1.

### 2.4 Neuronal HLH‐30/TFEB induces peripheral mitochondrial fragmentation

Heat stress was previously found to cause increased mitochondrial fragmentation in muscles (Chen et al., 2021; Machiela et al., 2020; Momma et al., 2017), and disrupting mitochondrial fission and fusion were detrimental and beneficial to heat stress resistance, respectively, suggesting that mitochondrial fragmentation is mechanistically important for thermoresistance (Machiela et al., 2020). Given the reported muscle expression of *W06A11.1* (Fox et al., 2007), and that neuronal signaling can induce distal mitochondrial fragmentation in muscles (Burkewitz et al., 2015; Zhang et al., 2019), we wondered if neuronal HLH‐30/TFEB mediates thermoresistance through muscle mitochondrial fragmentation and if this is W06A11.1‐dependent. To investigate this, we first confirmed the functional importance of mitochondrial fragmentation in heat stress resistance as knocking down the mitochondrial fission and fusion genes, *drp‐1* and *eat‐3*, respectively, dampened and improved the survival of wildtype animals to heat stress (Figure 4a, b). Using a body wall muscle‐targeted, GFP‐tagged mitochondrial reporter (Mito::GFP) (Sarasija & Norman, 2015), we further compared mitochondrial morphologies on either gene knockdown by quantifying various mitochondrial morphological parameters using MitoMAPR (Zhang et al., 2019). Corroborating the functional observations on heat stress survival (Figure 4a, b), mitochondrial fragmentation exhibited overall reduction and increase with *drp‐1* and *eat‐3* knockdown, respectively, during heat stress although we do not observe any morphological differences at control conditions (Figure S6a, b).

**FIGURE 4:**
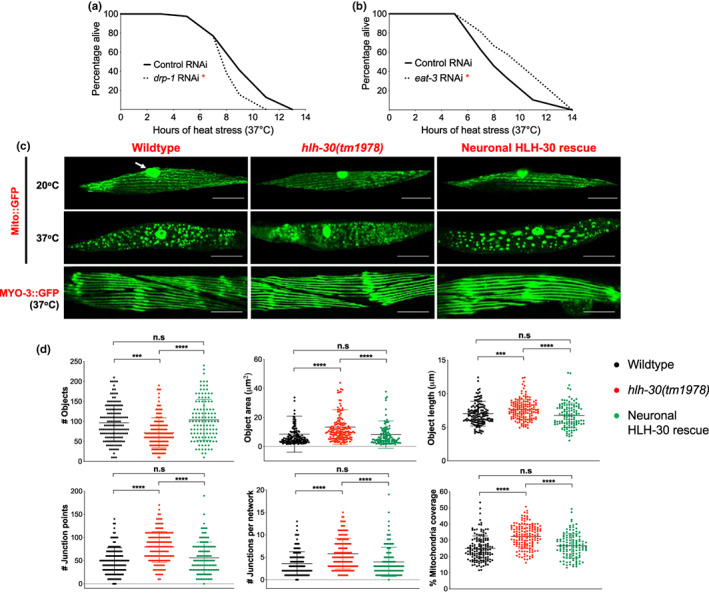
Neuronal HLH‐30/TFEB mediates thermoresistance through peripheral mitochondrial fragmentation. (a and b) Survival analyses of wildtype animals fed control RNAi (*L4440*, solid lines) or RNAi against (a) *drp‐1* and (b) *eat‐3* (dotted lines) at 37°C heat stress. Animals developed at 20°C to the L4 larval stage on OP50 were transferred onto bacteria expressing RNAi for 48 h and exposed to 37°C heat stress until death. Data are representatives of 2 independent replicates (*n* = 89–180/RNAi) and comparisons were made by Mantel‐Cox log‐rank (*, *p* < 0.05; in comparison to control RNAi). (c) Representative images of muscle mitochondrial morphology with the body wall muscle mitochondrial reporter (Mito::GFP) and of muscle morphology with the body wall muscle myosin reporter (MYO‐3::GFP) in wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued animals at 20°C (arrow, GFP in muscle nuclei) or after 37°C heat stress for 3 h. Scale bars = 20 μM. (d) Analysis of mitochondrial connectivity in wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued animals after 37°C heat stress for 3 h. (c, d) Animals were developed at 20°C to day 1 of adulthood and exposed to 37°C heat stress for 3 h. Data are representatives of 4 independent replicates (per strain; *n* = 40, number of ROIs = 117–150) and comparisons were made by Kruskal–Wallis for each mitochondrial feature (presented as mean ± SD; n.s, *p* ≥ 0.05; ***, *p* < 0.001; ****, *p* < 0.0001).

To determine if mitochondrial fragmentation is equally important for neuronal HLH‐30/TFEB‐dependent heat stress resistance, we further disrupted either gene in neuronal HLH‐30/TFEB rescued animals. Although *drp‐1* or *eat‐3* knockdown had unexpectedly no effect on the thermoresistance of these animals (Figure S6c), knockdowns of other mitochondrial fission genes (*fis‐1*, *fis‐2*, *mff‐1*, *mff‐2*) uniformly compromised their survival to heat stress (Figure S6d), indicating that mitochondrial fragmentation is functionally required by neuronal HLH‐30/TFEB for mediating heat stress protection. To confirm this, we again utilized the Mito::GFP reporter to compare mitochondrial morphology between wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued animals. Corroborating previous observations (Chen et al., 2021; Machiela et al., 2020; Momma et al., 2017), muscle mitochondria were reticular at 20°C but exhibited extensive fragmentation following heat stress (Figure 4c). As mitochondrial fragmentation often preludes cell death (Suen et al., 2008), we investigated if heat stress additionally induced muscle degeneration. Using a MYO‐3::GFP‐expressing strain (Campagnola et al., 2002), we observed that this was not the case as the continual striated morphology of myosin heavy chain filaments was not compromised by heat stress (Figure 4c). In quantifying the extents of heat stress‐induced mitochondrial fragmentation between the genotypes using MitoMAPR (Zhang et al., 2019), we found that heat stressed *hlh‐30(tm1978)* mitochondria had lower counts but higher areas and length, suggesting reduced breakdown of mitochondrial tubularity (Figure 4d). Furthermore, increased junction points, junctions per mitochondrial network, and mitochondrial coverages, suggest higher mitochondrial network connectivity in these mutants (Figure 4d). Altogether, this indicates that heat stress‐induced mitochondrial fragmentation in the muscles of *hlh‐30(tm1978)* mutants were reduced in comparison to wildtype and neuronal HLH‐30/TFEB rescued animals. Taken together, these findings demonstrate that neuronal HLH‐30/TFEB mediates thermoresistance by non‐cell autonomously inducing mitochondrial fragmentation.

### 2.5 W06A11.1 induces mitochondrial fragmentation to mediate heat stress resistance

Since W06A11.1 is required by neuronal HLH‐30/TFEB for promoting heat stress resistance (Figure 3d, Figure S7a), we sought to determine its involvement in mitochondrial fragmentation. To this end, we compared mitochondrial morphologies in the absence and presence of the *W06A11.1(tm4056)* loss of function mutation. We found that *W06A11.1* loss of function repressed mitochondrial fragmentation during heat stress in wildtype and neuronal HLH‐30/TFEB rescued animals while having no effect in *hlh‐30(tm1978)* mutants, strongly supporting that induction of mitochondrial fragmentation by neuronal HLH‐30/TFEB for heat stress resistance is W06A11.1‐dependent (Figure 5a, Figure S7b–d).

**FIGURE 5:**
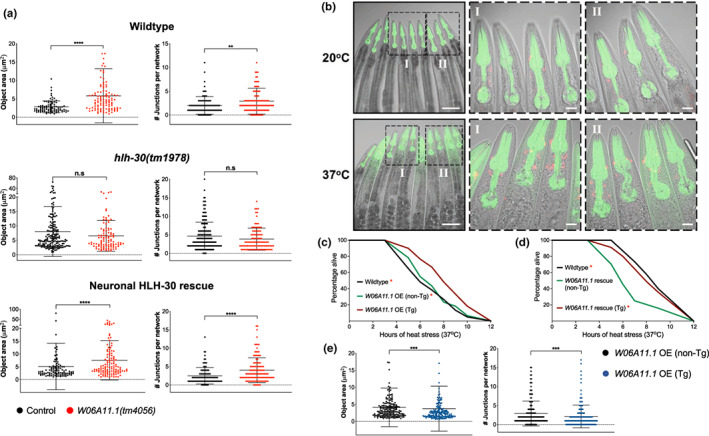
*W06A11.1* induces non‐cell autonomous mitochondrial fragmentation to mediate thermoresistance. (a) Analysis of mitochondrial connectivity in the presence and absence of *W06A11.1(tm4056)* loss of function after 37°C heat stress for 3 h in wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued animals (see Figures S7b–d for additional mitochondrial quantification). Data are representatives of 3 independent replicates (per strain; *n =* 30, number of ROIs = 88–171) and comparisons were made by Mann–Whitney for each mitochondrial feature (presented as mean ± SD; n.s, *p* ≥ 0.05; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001). (b) Transgenic (Tg) wildtype animals overexpressing extrachromosomal W06A11.1::DsRed (*W06A11.1* OE) at 20°C (control conditions) and after 37°C heat stress for 5 h. Scale bars = 100 μM, images in left column; scale bars = 20 μM, enlarged insets of head regions (I and II). Survival analyses of wildtype, with non‐//transgenic (non‐Tg) and Tg *W06A11.1* (c) OE animals and (d) rescued *W06A11.1(tm4056)* mutants at 37°C heat stress. Data are representatives of 2 independent replicates and comparisons were made by Mantel‐Cox log‐rank (*n* = 90–120/strain; *, *p* < 0.05; comparison of (c) wildtype and non‐Tg to Tg and (d) wildtype and Tg to non‐Tg). (e) Analysis of mitochondrial connectivity in *W06A11.1* OE Tg and non‐Tg siblings at 20°C (see Figure S8b, c for representative images and additional mitochondrial quantification). Data are representatives of 2 independent replicates (per strain; *n =* 30, number of ROIs = 157–167) and comparisons were made by Mann–Whitney for each mitochondrial feature (presented as mean ± SD; n.s, *p* ≥ 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001). All animals were developed at 20°C to day 1 of adulthood and where indicated, were further exposed to 37°C heat stress for (a, e) 3 h, (b) 5 h, or (c, d) until death.

To further characterize the role of W06A11.1 in fragmenting mitochondrial during heat stress, we drove W06A11.1::DsRed overexpression under its own promoter in wildtype animals. Although we hypothesized that it functions in muscles to mediate heat stress resistance, we surprisingly observed its expression in a few pharyngeal‐surrounding cells in the head, possibly of the nervous system due to their enrichment and similar spatial organization in the head (White et al., 1986), while having no detectable expression in muscles (Figure 5b). Notably, W06A11.1 expression in these cells was not uniformly observed in all animals at control temperature but robustly increased following heat stress, indicating that W06A11.1 expression is heat stress inducible (Figure 5b). Additionally, we confirmed that W06A11.1 expression is HLH‐30/TFEB‐dependent as the reporter was not upregulated by heat stress in *hlh‐30(tm1978)* mutants (Figure S8a). Importantly, W06A11.1 overexpression improved survival at heat stress (Figure 5c, Figure S8b) while rescue of W06A11.1 restored the compromised survival of *W06A11.1(tm4056)* mutants to wildtype levels (Figure 5d). Lastly, W06A11.1 overexpression was sufficient to enhance mitochondrial fragmentation in the muscles despite undetectable expression in this tissue (Figure 5e, Figure S8c, d). Taken together, these findings strongly demonstrate that W06A11.1 is a bona fide mediator of thermoresistance by inducing peripheral mitochondrial fragmentation.

### 2.6 Neuronal HLH‐30/TFEB induces peripheral mitochondrial fragmentation by modulating neurotransmission to mediate thermoresistance

Since neuronal HLH‐30/TFEB induces peripheral mitochondrial fragmentation during heat stress, we hypothesized that this occurs through its regulation of neurotransmission or neurosecretion signaling events. To test this, we leveraged the *unc‐13(e1091)* and *unc‐31(e928)* loss of function mutations which result in defective synaptic vesicle and dense core vesicle (DCV) release, respectively (Richmond et al., 1999; Speese et al., 2007). We found that defective DCV release universally improved the thermoresistance of all three genotypes (Figure S9a), demonstrating that neurosecretory events are HLH‐30/TFEB‐independent and detrimental for heat stress resistance, in line with a previous study showing a deleterious effect of neurosecretory signaling on proteostasis in the muscle (Prahlad & Morimoto, 2011). Additionally, mitochondrial fragmentation was not affected by defective DCV release, indicating that antagonism of heat stress resistance by neurosecretory signaling occurs via a separate mechanism (Figure S9b–d).

In contrast, defective synaptic vesicle release markedly improved the thermoresistance of *hlh‐30(tm1978)* mutants (Figure 6a), which corresponded with enhanced heat stress‐induced mitochondrial fragmentation in muscles (Figure 6b, Figure S10b). Notably, loss of neurotransmission impacted mitochondrial fragmentation in wildtype and neuronal HLH‐30/TFEB rescued animals although thermoresistance was not significantly affected, suggesting that there could be additional mechanisms employed by neuronal HLH‐30/TFEB to mediate heat stress resistance, which are separate from neurotransmission‐dependent peripheral mitochondrial fragmentation (Figure 6b, Figure S10a, c). Overall, these findings suggest that neurotransmission signaling impairs thermoresistance and that neuronal HLH‐30/TFEB may promote thermoresistance by preventing excessive neurotransmission.

**FIGURE 6:**
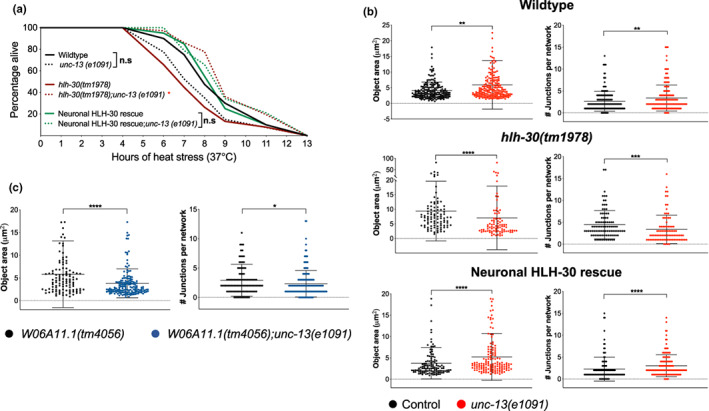
Neuronal HLH‐30 induces peripheral muscle mitochondria fragmentation by modulating neurotransmission during heat stress. (a) Survival analyses of wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued animals in the absence (solid lines) and presence (dotted lines) of *unc‐13(e1091)* loss of function at 37°C heat stress. Data are representative of 3–4 independent replicates (*n* = 115–170/strain) and comparisons were made by Mantel‐Cox log‐rank (n.s, *p* ≥ 0.05; *, *p* < 0.05; comparisons of *unc‐13(e1091)* to control per genotype). (b) Analysis of mitochondrial connectivity in the presence and absence of *unc‐13(e1091)* loss of function in wildtype, *hlh‐30(tm1978)*, and neuronal HLH‐30/TFEB rescued animals after 37°C heat stress for 3 h (see Figure S10 for additional mitochondrial quantification). (c) Comparison of mitochondrial connectivity between *W06A11.1(tm4056)* and *W06A11.1(tm4056);unc‐13(e1091)* animals after 37°C heat stress for 3 hrs (see Figure S11 for additional mitochondrial quantification). Data are representatives of (b) 3–5 independent replicates (per strain; *n* = 30–50; number of ROIs = 87–196) and (c) 2–3 independent replicates (per strain; *n* = 30; number of ROIs = 107–161) and comparisons were made by Mann–Whitney for each mitochondrial feature (presented as mean ± SD; n.s, *p* ≥ 0.05; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001). All animals were developed at 20°C to day 1 of adulthood and were further exposed to 37°C heat stress (a) until death or for (b, c) for 3 h.

Since we observed possible W06A11.1 expression in the nervous system (Figure 5b), we next sought to determine if W06A11.1 may induce peripheral mitochondrial fragmentation during heat stress by regulating neurotransmission. We found that *W06A11.1(tm4056);unc‐13(e1091)* mutants exhibited a significantly greater extent of mitochondrial fragmentation during heat stress than *W06A11.1(tm4056)* animals, suggesting that W06A11.1 regulates neurotransmission to influence peripheral mitochondrial fragmentation (Figure 6c, Figure S11). Taken together, our findings suggest that neuronal HLH‐30/TFEB modulates neurotransmission signaling events dependently on W06A11.1 to regulate mitochondrial fragmentation in peripheral tissues.

## 3 DISCUSSION

A mechanistic understanding of lifespan and stress resistance regulation by TFEB, as well as its cell‐ and non‐cell autonomous‐associated mechanisms, is crucial to properly leverage TFEB activity to promote healthy aging. Our study provides pioneering evidence that HLH‐30/TFEB in neurons regulates heat stress resistance and IIS‐related longevity by distinct mechanisms. Importantly, we report that neuronal HLH‐30/TFEB modulates neurotransmission through the hitherto uncharacterized protein W06A11.1 to stimulate mitochondrial fragmentation in peripheral tissues, in turn mediating systemic heat stress resistance in *C. elegans*.

Previous studies have demonstrated that HLH‐30/TFEB is systemically required for maintaining normal lifespan, longevity, and heat stress resistance in *C. elegans* (Lapierre et al., 2013; Lin et al., 2018; Visvikis et al., 2014). As neurons are important for integrating signaling events to regulate these events (Miller et al., 2020), we hypothesized that HLH‐30/TFEB activity in neurons may be similarly important for upkeeping these processes. Notably, we observed that neuronal HLH‐30/TFEB is essential for IIS‐dependent longevity but redundant for thermoresistance in long‐lived *daf‐2* mutants. Conversely, it is not necessarily required for normal lifespan but important for thermoresistance in nonlong‐lived animals. These diametrically opposite requirements of neuronal HLH‐30/TFEB for lifespan and heat stress resistance in longevity‐promoting and nonpromoting genetic backgrounds highlight a potential divergence of these regulatory mechanisms. Indeed, they were uncoupled with DAF‐16/FOXO, which was required by neuronal HLH‐30/TFEB for the promotion of longevity but not for thermoresistance. This corroborated separate findings of context‐dependent synergy between HLH‐30/TFEB and DAF‐16/FOXO for the regulation of longevity but not heat stress resistance (Lin et al., 2018). Notably, previous work has shown that the neuronal activity of another transcription factor, HSF‐1, can also employ separate mechanisms to regulate longevity and heat stress resistance (Douglas et al., 2015). Hence, our findings provide further compelling evidence that transcription factors can employ context‐specific mechanisms to regulate systemic processes from neurons. Additionally, our observations support that the association of enhanced stress resistance with longevity is largely contextual (Dues et al., 2017, 2019). Of note, we performed analyses at 25°C so that lifespan benefits dependent on neuronal HLH‐30/TFEB rescue could be discriminated since the reduced survival of *hlh‐30(tm1978)* mutants was only detectable at 25°C (Lapierre et al., 2013; Lin et al., 2018; Visvikis et al., 2014). To maintain consistency, we further investigated lifespan for long‐lived *daf‐2* mutants at the same temperature. However, a caveat to acknowledge is that animals were under chronic mild heat stress at 25°C which may occlude genetic and mechanistic differences between lifespan and thermoresistance to be fully elucidated. Taken together, this places emphasis on the importance of dissecting the diverse tissue‐specific mechanisms of longevity‐ and stress‐modulating proteins such as HLH‐30/TFEB to better target age‐associated decline.

Transcriptional responses to heat stress, such as HSF1‐dependent upregulation of the heat shock response, are important in enabling organisms to counteract heat‐associated proteostatic insults (Morimoto, 2011; Rodriguez et al., 2013). Herein, we identified heat‐induced, neuronal HLH‐30/TFEB‐dependent transcriptional changes which were similarly preserved in the presence of ubiquitous HLH‐30/TFEB, suggesting that neuronal HLH‐30/TFEB markedly affects peripheral gene expression and/or processes to bring about detectable transcriptional changes at the systemic level. 

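Of the 25 upregulated genes listed in Fig. 3b, 0 had an interaction with an adjusted p-value under 0.05 between *hlh-30(tm1978)* mutants and wildtype, or between rescued animals and mutants, whether adjusted over all genes or over the 25 alone. At an unadjusted p under 0.05, 1 gene had a smaller response in mutants than in wildtype and 2 had a smaller response than in rescued animals. The lowest adjusted p over the 25 was 0.350 against wildtype and 0.599 against rescued animals. The count also was 0 with the replicate block, and same-numbered libraries correlated by 0.108 in the comparison with wildtype. Only a log2 interaction of 2 was simulated, so a count of 0 does not rule out smaller differences. The estimated response was smaller in mutants than in both other genotypes for 9 of the 9 genes listed as more upregulated, an order that the selection rule already sets, and for 1 of the 16 listed as unique. Among these 16, folds are lower bounds where a genotype had at most 3 counts in every library at 20°C, and of the 8 genes for which no genotype did, 0 had a smaller response in mutants than in both others. The list is the paper's own selection from these libraries. *R09F10.8* (WBGene00019989), on chromosome X from 8325099 to 8326451, had an unadjusted p under 0.05 in both comparisons. Its heat log2 fold change was 1.46 in wildtype (standard error 0.25, adjusted p = 0.00328), 0.63 in mutants (standard error 0.17, adjusted p = 0.0128) and 1.29 in rescued animals (standard error 0.19, adjusted p = 0.000597; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction was −0.83 between mutants and wildtype (unadjusted p = 0.0140) and 0.62 between rescued animals and mutants (unadjusted p = 0.0486), from the same edgeR test.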

We surprisingly found a downregulation of *hlh‐30/TFEB* transcripts with heat stress which was not attributed to reduced nuclear entry (Figure 2a, Figure S3a, b and S5b), suggesting possible negative autoregulation which is reported to be important for speeding transcriptional responses (Rosenfeld et al., 2002). 

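From 20°C to 37°C, *hlh-30* fell from 52.4 ± 18.6 CPM (SD, n = 3) to 17.6 ± 2.07 CPM (SD, n = 4) in wildtype. It fell from 11.6 ± 3.87 to 6.17 ± 1.61 CPM in *hlh-30(tm1978)* mutants and from 78.2 ± 27.3 to 31.8 ± 12.8 CPM in rescued animals (SD, n = 4 each). The log2 fold change was −1.58 in wildtype (standard error 0.23, adjusted p = 0.00167), −0.91 in mutants (standard error 0.27, adjusted p = 0.0175) and −1.24 in rescued animals (standard error 0.28, adjusted p = 0.00660), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every library at 37°C was below every library at 20°C of its genotype (2-sided exact permutation test, p = 0.0571 in wildtype and 0.0286 in mutants and in rescued animals, the smallest possible). The fall did not differ between mutants and wildtype past the threshold (interaction 0.66, unadjusted p = 0.130, edgeR's quasi-likelihood test), nor between rescued animals and mutants (interaction −0.39, unadjusted p = 0.353). Under the replicate block, the log2 fold change was −1.53 in wildtype (adjusted p = 0.00719) and −0.88 in mutants (adjusted p = 0.00323), and same-numbered libraries correlated by 0.165 and 0.210. With the depth class as a covariate, chosen after seeing the data, the value in wildtype was −1.59 (adjusted p = 0.0515), and with the files as deposited, also chosen after seeing the data, it was −1.30 (adjusted p = 0.113). Over the alternatives for wildtype, the adjusted p ranged from 3.42e-08 to 0.113. The counts do not separate the genomic gene from the transgene, which carries the *hlh-30* coding sequence in rescued animals.

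**Figure D5:**
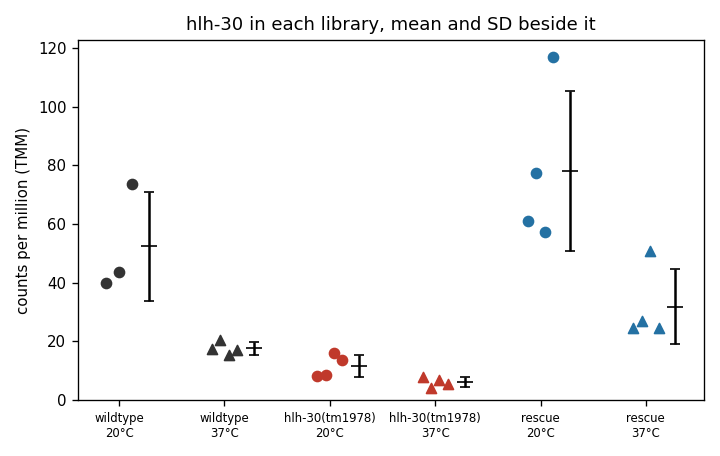
CPM of *hlh-30* in each of the 23 libraries by genotype and temperature, with the mean and SD of each group beside the points. Group means fall with heat from 52.4 to 17.6 in wildtype, from 11.6 to 6.17 in mutants and from 78.2 to 31.8 in rescued animals.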

Most importantly from our transcriptional analyses, we subsequently confirmed that W06A11.1, which was transcriptionally induced dependently on neuronal HLH‐30/TFEB during heat stress, was functionally required by neuronal HLH‐30/TFEB for neurotransmission regulation to promote systemic heat stress resistance through the induction of peripheral mitochondrial fragmentation. We unexpectedly observed W06A11.1 expression in the head instead of the muscle as we initially hypothesized, and these observations raise an important question of the exact identity of these cells. As the head of *C. elegans* is enriched with cells of the nervous system (White et al., 1986), these cells are possibly neuronal or glial subsets. We speculate them to be the former since we observed that W06A11.1 regulates neurotransmission signaling to influence mitochondrial fragmentation in the periphery. It is unclear how neuronal HLH‐30/TFEB regulates W06A11.1 to modulate neurotransmission for inducing peripheral mitochondrial fragmentation, but observations herein suggest that hyperactivated neuronal signaling to the periphery impairs heat stress resistance. Notably, imbalanced neuronal hyperstimulation due to excessive cholinergic excitation and loss of gamma‐aminobutyric acid inhibition at neuromuscular junctions was shown to be detrimental for proteostasis in muscles (Garcia et al., 2007), suggesting that excessive neuronal signaling can be similarly inconducive for counteracting heat‐induced proteostatic insults. However, we did not observe enrichments of proteostasis‐related genes which were dependent on neuronal HLH‐30/TFEB (Figures S4a, b and S5a), suggesting the involvement of proteostasis‐independent processes. However, it should be noted that we only analyzed transcriptional changes at a single time point, and it is possible that proteostasis‐related genes may be transcriptionally induced by neuronal HLH‐30/TFEB at either longer durations of heat stress or during recovery from it. 

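Sets of genes for protein folding, synthesis and degradation had positive mean log2 fold changes with heat in all 3 genotypes. As many of the 7 sets passed the threshold in 17 of 35 splits of the wildtype libraries, 13 of 35 of the mutant and 17 of 35 of the rescued libraries, the real one included, a count that ignores the size and direction of the means. The 22 *hsp* genes had a mean log2 fold change of 3.08 in wildtype (adjusted p = 1.93e-05), 3.152 in *hlh-30(tm1978)* mutants (adjusted p = 9.15e-06) and 2.71 in rescued animals (adjusted p = 4.93e-07), from camera with Benjamini-Hochberg adjustment over 21 tests. For the 8 chaperonin genes the means were 1.04 (adjusted p = 0.000249), 0.93 (adjusted p = 9.48e-05) and 0.56 (adjusted p = 0.000968). For the 33 proteasome genes they were 0.50 (adjusted p = 1.02e-05), 0.40 (adjusted p = 3.09e-05) and 0.22 (adjusted p = 0.0206), and for the 77 ribosomal protein genes 0.80 (adjusted p = 1.48e-17), 0.69 (adjusted p = 3.00e-19) and 0.57 (adjusted p = 6.35e-19). The direction of these means was the same when libraries were scaled by their size only, the other scaling tried for gene sets, which moved the median of all genes by −0.11 in wildtype and −0.15 in mutants. With the correlation between the genes of each set estimated from the data, none of these sets passed, with adjusted p-values from 0.127 to 0.779. With ranked genes in fgsea, the chaperonin genes did not pass in any genotype, nor did the proteasome genes in mutants and rescued animals. With the replicate block and the correlations of 0.165 and 0.210 between same-numbered libraries, the means in wildtype and mutants were 2.86 (adjusted p = 3.93e-07) and 3.18 (adjusted p = 4.49e-08) for *hsp* genes, 0.92 (adjusted p = 1.61e-05) and 0.93 (adjusted p = 8.28e-06) for chaperonin, 0.43 (adjusted p = 1.15e-05) and 0.40 (adjusted p = 1.72e-05) for proteasome, and 0.77 (adjusted p = 5.93e-18) and 0.69 (adjusted p = 5.45e-21) for ribosomal proteins. The rise in *hsp* genes did not differ between genotypes past the threshold, with an interaction of 0.06 between mutants and wildtype (adjusted p = 0.352), −0.48 between rescued animals and mutants (adjusted p = 0.102) and −0.41 between rescued animals and wildtype (adjusted p = 0.102), from camera with Benjamini-Hochberg adjustment. The copies of *hsp-16.1* and *hsp-16.48* are in this set and were lower in the deeper libraries at 37°C. Wildtype had 3 deeper libraries at 37°C, against 1 each in mutants and rescued animals. The comparisons of *hsp* genes with wildtype may therefore include the depth class. In rescued animals the rise was smaller than in mutants for ribosomal proteins (interaction −0.15, adjusted p = 0.0133), proteasome (−0.22, adjusted p = 0.00775) and chaperonin (−0.40, adjusted p = 0.0331). In mutants it was smaller than in wildtype for ribosomal proteins (−0.12, adjusted p = 4.24e-06) and proteasome (−0.10, adjusted p = 0.00775), and for chaperonin the difference of −0.12 was not past the threshold (adjusted p = 0.102). Rescued animals were further from wildtype than mutants were, with interactions of −0.28 for ribosomal proteins (adjusted p = 5.98e-06), −0.32 for proteasome (adjusted p = 0.000351) and −0.53 for chaperonin (adjusted p = 0.0133). These interactions used a fixed inter-gene correlation of 0.01 and no replicate block. The estimated correlation, under which the heat calls of these sets were lost, was not tried for the interactions, nor was the depth class. The mean of all genes moved by 0.08 between mutants and wildtype. It moved by −0.04 between rescued animals and mutants and by 0.03 between rescued animals and wildtype.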

As proteostatic processes such as autophagy were shown to be important for the hormetic effects of heat stress following removal from stress (Chen et al., 2021; Kumsta et al., 2017), these additional analyses are important to address in future studies to understand if neuronal HLH‐30/TFEB can promote healthy aging after stress exposure. Furthermore, it will be important to elucidate the neuromodulatory mechanisms which are dependent on neuronal HLH‐30/TFEB to further understand the mechanistic processes leading to peripheral mitochondrial fragmentation.

An unexpected finding of our study is the requirement of mitochondrial fragmentation against heat stress as mitochondrial fragmentation was previously shown to be detrimental for longevity (Burkewitz et al., 2015; Gerisch et al., 2020; Zhang et al., 2019; Zhou et al., 2019). Of note, previous observations associating adult reproductive diapause‐induced longevity with HLH‐30/TFEB‐dependent inhibition of muscle mitochondrial fragmentation (Gerisch et al., 2020) demonstrated a reverse role of HLH‐30/TFEB in promoting mitochondrial fusion rather than fragmentation to mediate longevity, which suggests context‐specific mitochondrial dynamics regulation by HLH‐30/TFEB. Interestingly, a separate study also showed that HLH‐30/TFEB can also be conversely activated by mitochondrial dynamics disruption to regulate lifespan (Liu et al., 2020), raising the possibility that HLH‐30/TFEB can be cross regulated by mitochondrial fragmentation in addition to regulating it to promote heat stress protection. An intriguing observation herein was that *drp‐1* knockdown compromised the thermoresistance of wildtype but not of neuronal HLH‐30/TFEB animals. As we have observed lower food consumption from neuronal HLH‐30/TFEB rescued animals than wildtype controls, it is possible that higher residual *drp‐1* mRNA levels due to reduced RNAi ingestion and gene knockdown may adequately induce mitochondrial fragmentation for maintaining thermoresistance in these animals. However, as knockdowns of other fission genes (*fis1*, *fis‐2*, *mff‐1*, and *mff‐2*) had deleterious effects on thermoresistance, additional differences in endogenous expression levels and knockdown efficiencies of the double‐stranded RNA between these genes may also contribute toward the phenotypic disparities observed herein. Overall, we have demonstrated through a panel of fission genes that mitochondrial fragmentation was functionally important for neuronal HLH‐30/TFEB‐dependent thermoresistance.

An important question to address is how heat stress resistance is mediated through mitochondrial fragmentation. Although mitochondrial fragmentation is a precursor to mitophagy (Ni et al., 2015) which may be thermoprotective (Chen et al., 2021), the lack of enrichment of autophagy‐related genes with heat stress in our transcriptomics analyses suggest that mitochondrial fragmentation may not necessarily mediate heat stress resistance through mitophagic events. As discussed above, these events may be important in the recovery phase following heat stress exposure rather than during stress per se. Another possibility is that heat stress protection may be mediated by mitochondrial signals which are regulated by mitochondrial dynamics, such as signaling through reactive oxygen species (Chandel, 2015; Labbé et al., 2014). Notably, mitochondrial fragmentation induced by cell injury was shown to be important for mediating localized plasma membrane repair through mitochondrial calcium‐dependent redox signaling, exemplifying a protective role of mitochondrial fragmentation for stress mitigation (Horn et al., 2020). Altogether, our work revealed a novel non‐cell autonomous mechanism of thermoresistance originating in neurons, and puts neuronal HLH‐30/TFEB as an important target of interest to promote systemic stress resistance and healthy aging.

## 4 METHODS

### 4.1 *C. elegans* strains

All strains were cultured on *Escherichia coli* OP50 on nematode growth media (NGM) agar at 20°C as previously described (Brenner, 1974; Stiernagle, 2006) (additional strain details provided in Table S4). Synchronous populations were obtained either by sodium hypochlorite bleaching or egg picking.

### 4.2 Generation of HLH‐30::GFP and W06A11.1::DsRed DNA constructs

The DNA construct pLP27 (*rab‐3p::hlh‐30::GFP::3XFLAG::rab‐3)* was designed to neuronally restrict *hlh‐30* transgene expression with the promoter and 3′UTR regulatory elements of the neuronal *rab‐3* gene. To generate this construct, the *unc‐54* 3′UTR in pLP21 (*rab‐3p::hlh‐30::GFP::3XFLAG::unc‐54*) was replaced by the *rab‐3* 3′UTR. The following describes the sequential generation of pLP21, followed by pLP27. The 3XFLAGtag was cloned from pLP15 (Addgene plasmid #55180) with 5′ KpnI and 3′ EcoRI sites (primers LC127 and 128) into the corresponding restriction digestion sites of pLP9 (Addgene plasmid #1497, Fire Lab vector kit construct pPD95.81) to generate pLP16 (pPD95.81_*3XFLAG*). The *hlh‐30* coding sequence was then cloned from *C. elegans* complementary DNA with 5′ KpnI and 3′ NaeI sites (primers LC154 and 155) and inserted upstream of the 3XFLAG‐tag into the corresponding restriction digestion sites of pLP16. The construct was amplified (primers LC184 and 185) and inserted with the *GFP* sequence cloned from pLP19 (*hlh‐17p::GFP*) (primers LC186 and 187) between *hlh‐30* and *3XFLAG*‐tag sequences with HiFi cloning (NEBuilder® HiFi DNA Assembly Cloning Kit, New England BioLabs Inc., Ipswich, MA). Lastly, the *rab‐3* gene promoter was cloned from pLP17 (*rab‐3p::sid‐1*) with 5′ SphI and 3′ KpnI sites (primers LC143 and 188) into the corresponding restriction digestion sites of the preceding construct to generate pLP21. To derive pLP27 from pLP21, the *rab‐3* gene 3′UTR was amplified from *C. elegans* genomic DNA (primers LC227 and 228) and inserted in place of *unc‐54* 3′UTR in pLP21 (amplified with primers LC225 and 226) through HiFi cloning. pLp17 (plasmid #462) and pLP19 (plasmid #836) were kindly provided by Dr. Andrew Dillin (UC Berkeley, CA).

The DNA construct pLP30 (*W06A11.1p::W06A11.1::DsRed::unc‐54)* was designed to drive *W06A11.1* transgene expression under its promoter. pLP30 was generated by replacing the *p62* promoter and coding sequences of pLP26 (*p62p::p62::dsRED::unc‐54*) (amplified with primers LC341 and LC342) with the *W06A11.1* promoter (amplified from *C. elegans* genomic DNA with primers LC353 and 354) and coding sequence (amplified from *C. elegans* complementary DNA with primers LC345 and 346) through HiFi cloning (NEBuilder® HiFi DNA Assembly Cloning Kit, New England BioLabs Inc., Ipswich, MA).

Primers used are listed in Table S5.

### 4.3 Construction of transgenic strains

Transgenic strains expressing *W06A11.1::DsRed* were generated by microinjecting the germlines of day 1 wildtype N2 adults with 25 ng/μL of pLP30 (*W06A11.1p::W06A11.1::DsRed::unc‐54* 3′UTR*)* with 5 ng/μL of pLP7 (*myo‐2::GFP*) as a selection marker. Transgenic strains expressing ubiquitous or neuronal *hlh‐30::GFP* were generated by microinjecting the germlines of day 1 wildtype N2 or *hlh‐30(tm1978)* adults with 10 ng/μl of pLp11 (*hlh‐30p::hlh‐30::GFP::unc‐54*) (Lapierre et al., 2013) or 25 ng/μl of pLP27 (*rab‐3p::hlh‐30::GFP::3XFLAG::rab‐3* 3′UTR), respectively, with 85 ng/μl of pLP24 (*unc‐122p::RFP)* as a selection marker. pLP7 and pLP24 were obtained from Addgene as plasmids #26347 (Semple et al., 2010) and #8938 (Miyabayashi et al., 1999), respectively. Where indicated in Table S4, transgenic progenies were integrated for extrachromosomal arrays by UV irradiation, and further outcrossed to wildtype animals for 10 times. The expression and nuclear localization of HLH‐30::GFP were visualized by imaging animals immobilized onto NGM agar with 0.1% sodium azide with a Zeiss Discovery V20 fluorescence microscope (Zeiss, White Plains, NY). To prevent nuclear localization caused by stress from immobilization, imaging was performed within 5 mins of mounting (Lapierre et al., 2013).

### 4.4 Genotyping

Individual animals were lysed in 10X Standard Taq buffer/proteinase K, and lysates were used as genomic DNA templates for PCR amplification with OneTaq® Quick‐Load® 2X Master Mix with Standard Buffer (all materials from New England BioLabs, Ipswich, MA). Genotyping was performed with primers listed in Table S5 with the following thermocycling conditions: Initial denaturation at 95°C (5 mins), 40 cycles of denaturation (95°C, 45 s)/annealing (60°C, 45 s)/extension (72°C, 1 min/kb product), and final extension at 72°C (10 min).

### 4.5 Lifespan analysis

Synchronous populations were developed at 20°C on OP50 until day 1 of adulthood, followed by growth at 25°C on plates containing either OP50 or RNAi clones in HT115 *Escherichia coli* from the Ahringer library (Kamath et al., 2003). Animals were assessed for their survival every 2–3 days as previously described (Hamilton et al., 2005).

### 4.6 Analysis of survival to heat stress

Synchronized populations were developed at 20°C were shifted to 37°C for heat stress induction at day 1 of adulthood. For RNAi‐mediated knockdown of genes, animals were transferred onto RNAi clones from the Ahringer library (Kamath et al., 2003) from where indicated, either the L4 larval stage or day 1 of adulthood and maintained at 20°C for 48 h, followed by subsequent exposure to 37°C heat stress. Starting from the 3rd or 4th hour of heat stress, the survival of animals was scored every 1–3 h until all animals were dead.

### 4.7 RNA sample preparation, quantitative PCR (qPCR), and RNAseq

Approximately 10,000 to 12,000 synchronized animals developed at 20°C per independent replicate for a total of 3 or 4 replicates for qPCR and RNAseq, respectively, were washed and where indicated, either kept at control conditions (20°C) or shifted to 37°C for a nonlethal duration of 3 h on day 1 of adulthood. Animals were frozen down at −80°C and subsequently extracted for RNA as previously described (Mills et al., 2019), followed by DNase treatment with the Qiagen Rnase‐Free Dnase Set and purification by the Qiagen Rneasy Mini Kit (Qiagen, Germantown, MD). For qPCR, 1 μg of RNA per sample was reverse transcribed to complementary DNA with iScript™ Reverse Transcription Supermix for RT‐PCR (Bio‐Rad, Hercules, CA) according to manufacturer's instructions, followed by qPCR analysis of transcript levels as previously described (Lapierre et al., 2013; Mills et al., 2019). qPCR primers are listed in Table S5. For RNAseq, RNA samples were confirmed for their quality with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), and sequenced by GENEWIZ (Azenta Life Sciences, South Plainfield, NJ). Briefly, RNAseq libraries were prepared with the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England BioLabs Inc., Ipswich, MA) and sequenced with the Illumina HiSeq instrument (Illumina Inc., San Diego, CA) with a 2 × 150 bp Paired End configuration. Generated raw sequence files were converted into fastq data, followed by de‐multiplexing with the bcl2fastq 2.17 software from Illumina.

### 4.8 RNAseq data analysis

RNAseq outputs were further subjected to differential expression analysis by GENEWIZ. Briefly, sequence reads trimmed with Trimmomatic v.0.36 (Bolger et al., 2014) were mapped to the *C. elegans* ENSEMBL reference genome with STAR aligner v.2.5.2b (Dobin et al., 2013), followed by the quantification of gene counts from the Subread package v.1.5.2. Raw gene hit count tables were filtered to remove low and nonexpressing genes across all samples (average of <10 counts per gene across all samples). Within each genotype, pairwise comparisons of gene expression between control and heat stressed samples were subsequently performed to identify differential gene expressions induced by heat stress using DESeq2 (Love et al., 2014). Differential expression was performed using the Wald test to calculate Log_2_ fold changes and adjusted *p*‐values were generated using Benjamini & Hochberg with an alpha = 0.05. Genes with differential expressions (differentially expressed genes, DEGs) of adjusted *p‐*values <0.05 were considered significant.

Commonalities in these heat stress‐induced differential gene expressions between wildtype and neuronal HLH‐30 rescued animals that occur relative to *hlh‐30(tm1978)* mutants were further analyzed by overlapping heat stress‐induced DEGs identified from each genotype with Venny (publicly available at http://bioinfogp.cnb.csic.es/tools/venny/index.html). Overlapping comparisons were performed on only significant DEGs (*p*‐values < 0.05) from both wildtype and neuronal HLH‐30 rescued animals, whereas all DEGs (regardless of significance in differential expressions) from *hlh‐30(tm1978)* mutants were included for analysis. From these comparisons, heat stress‐induced DEGs unique to wildtype and neuronal HLH‐30/TFEB rescued animals were extracted. To additionally identify DEGs which exhibited greater extents of change with heat stress in both genotypes relative to *hlh‐30(tm1978)* mutants, the following Log_2_FC thresholds were additionally applied: Upregulated (wildtype and neuronal HLH‐30/TFEB (Log_2_FC > 1), *hlh‐30(tm1978)* (Log_2_FC < 1)), downregulated (wildtype and neuronal HLH‐30/TFEB (Log_2_FC < −1), *hlh‐30(tm1978)* (Log_2_FC > −1)).

Gene set enrichment analysis (GSEA) was performed in R using clusterProfiler (Yu et al., 2012) along with curated Gene Ontology Biological Processes gene sets within the Molecular Signature Database (MSigDB) were used. Ranked gene lists were compiled from unfiltered DEG tables ordered by log_2_ fold change and enrichment statistic was generated after 1000 permutations. Figures were generated using ggplot2 (Wickham, 2016).

### 4.9 Confocal imaging

Animals were immobilized with 0.1% sodium azide onto 3% agarose pads, followed by the acquisition of 2D images with Olympus FV3000 confocal laser scanning microscope (Olympus Scientific Solutions Americas Corp., Waltham, MA). For animals expressing GFP‐labeled body wall muscles (MYO‐3::GFP) or muscle mitochondria (Mito::GFP), imaging was performed with day 1 adults on OP50 from control (20°C) or heat stressed (3 h at 37°C) conditions, or day 2 adults grown on RNAi clones from the Ahringer library (Kamath et al., 2003) for 48 h at 20°C from the L4 larval stage, at control temperature (20°C) or after heat stress (5 h at 37°C). For animals expressing W06A11.1::DsRed, imaging was performed with day 1 adults on OP50 from control temperature (20°C) or after heat stress (5 hrs at 37°C).

### 4.10 Analysis of mitochondria morphology

Regions of interest (ROIs, 45 × 45 pixels) from Mito::GFP confocal images were analyzed and quantified for various mitochondrial parameters of network connectivity with the MitoMAPR macro in FIJI (Schindelin et al., 2012) as previously described (Zhang et al., 2019). Quantified outputs provide overall insights into mitochondrial integrity and connectivity and was used in this study to compare extent of fragmentation. Analyzed features are described in more detail previously (Zhang et al., 2019).

### 4.11 Statistics

Statistical comparisons of survival for lifespan and heat stress were performed with the Mantel‐Cox log‐rank test with STATA (StataCorp, College Station, TX). Mitochondrial parameters quantified from MitoMAPR analyses were statistically compared with Kruskal–Wallis multiple comparisons test or Mann–Whitney test after normality of data distribution was determined with GraphPad Prism 9 (GraphPad Software, San Diego, CA).

## AUTHOR CONTRIBUTIONS

S.Q.W conceived the experiments, generated strains, performed imaging, lifespan, heat stress, and data analyses, and wrote the manuscript. C.J.R performed lifespan and heat stress analyses, and provided feedback on the manuscript. D.M.B provided RNAseq analyses and figures. J.M. performed heat stress analyses. L.R.L provided conceptual feedback, performed lifespan analyses and edited the manuscript.

## FUNDING INFORMATION

This work was funded by a grant from the National Institute of Health (R01 AG051810), a Talent Recruitment Award from the New Brunswick Innovation Foundation, and a Research Chair in Precision Medicine from the New Brunswick Health Research Foundation and the Jean‐Louis Lévesque Foundation to L.R.L.

## CONFLICT OF INTEREST

None declared.

## Supporting information

Appendix S1
Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Transcriptomic RNAseq datasets generated in this study are available on NCBI GEO (Accession number: GSE200383).

How the deposited data were processed for this re-analysis (not part of the article)

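Raw counts of RNA-seq reads on 46756 genes were taken for 24 libraries of whole animals, from 3 genotypes (wildtype, *hlh-30(tm1978)* mutants and rescued animals) after 3 h at 20°C or 37°C on day 1 of adulthood, with 4 replicates per group. The authors trimmed paired-end HiSeq reads with Trimmomatic, mapped them with STAR and counted them per gene with Subread, and they deposited these counts without normalization. The reads themselves were not analysed here. Samples were grouped by the genotype, temperature and replicate number in their labels. The file of wildtype replicate 1 at 20°C was left out because its header names another library, so 23 libraries were used, and comparisons planned for 8 or 24 libraries were made on 7 or 23 where they included it. Gene IDs were matched to Ensembl release 115, which holds 46581 of them. A further 3 were matched by position, and 43801 genes had a symbol.

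Genes with an average of at least 10 counts over the 23 libraries were kept. Counts were normalized with TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Heat was tested within each genotype, each pair of genotypes was compared at 20°C, and the genotype by temperature interaction was tested in a model of the 6 groups. Log2 CPM values used a prior count of 2. Standard errors come from the same fits. Single genes were also tested with 2-sided exact permutation tests of log2 CPM in scipy 1.17.1. Gene sets were tested with camera in limma 3.58.1 on voom values, with an inter-gene correlation of 0.01. They comprised *hsp*, ribosomal protein, translation initiation factor, proteasome and chaperonin genes by symbol prefix, and autophagy and presynaptic genes by a list. Principal components were computed from regularized log values of DESeq2 1.42.0 for the 500 most variable genes. The overlap of heat responses followed the paper's rule with log2 fold change thresholds of 1.

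Genes named in the text were chosen by a rule: genes the paper names, at most 10 *hsp* genes past the threshold in all 3 genotypes with the largest mean change, and for each contrast the 5 genes with the largest change among those past the threshold with an average of at least 50 counts, without overlap between the groups where 2 were compared. The VEGF genes and the members of the overlap lists are named beside these because their sets were fixed beforehand or the lists are short. The tests, the alternatives and this rule were set before the data were examined. The alternatives were DESeq2's Wald test, 3 other scalings, no filter or at least 10 counts in every sample, the replicate number as a block, 1 fit of all libraries, a threshold of 0.01, other settings of the overlap rule (a log2 threshold of 0.58, shrunken log2 fold changes, the third genotype only where significant), leaving out each replicate, and for gene sets fgsea 1.28.0 with 1000 permutations and an estimated correlation. Chosen after seeing the data were the files as deposited, a filter within each genotype (with edgeR and with DESeq2), the depth class of the libraries as a covariate, and the shallower libraries only.

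The pairing of libraries comes from the replicate numbers 1 to 4 in their labels, and whether same-numbered libraries deviate together was checked from their residuals. The methods were tested on simulated data of 13482 genes. With 200 genes changed by a log2 fold change of 2, edgeR recovered 176 in 4 libraries against 4 and 161 in 3 against 4, with 8 and 13 unchanged genes called. DESeq2 recovered 179 and 163, with 40 and 52 unchanged genes called. The gene set test recovered 10 of 10 shifted sets among 100 sets, with 0 of the others called. These were random sets of genes simulated independently of each other. They do not show how often the test calls sets whose genes vary together, as real sets may.

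Totals of 11207383 to 28091186 counts per library were available. Intervals from counts cover counting error only, not differences between animals. A group with at most 3 counts in every library was treated as being at the floor, and folds against it are lower bounds. Gene sets of the paper's enrichment analyses and the supplementary figures were not used here.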

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

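The splits of the gene sets and both tests of the *hsp-16* genes were chosen only after the result was seen. So were the fits with the depth class as a covariate and those without the deeper libraries. The other tests in this part were chosen before it.

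In groups of 4 libraries, a library was set apart when its gap to the nearest other was a larger part of the group's range than Dixon's critical value for 4. By chance this happens in about 5% of groups. It happened for 3 of 15 groups tested for depth and principal components and for 38 of 375 groups (10.1%) tested for the 75 named genes. The total counts were set apart in mutants at 37°C (0.897, replicate 1 higher), in rescued animals at 37°C (0.863, replicate 3 higher) and in wildtype at 37°C (0.845, replicate 1 lower). These libraries part the deeper from the shallower class. No sequencing batch is stated, and no biological explanation was tested.

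Among the named genes are the copies of *hsp-16.1* and *hsp-16.48* at 37°C. For *hsp-16.1* WBGene00002015 the ratios were 0.936 in mutants, 0.892 in rescued animals and 0.882 in wildtype, and for WBGene00002017 they were 0.946, 0.894 and 0.922. For *hsp-16.48* they were 0.917 (WBGene00002019) and 0.945 (WBGene00002020) in mutants. The deeper libraries had the lower counts, by log2 −5.33 at most and −2.77 at least in these 4 genes. In each of the 3 groups of both classes at 37°C, 10 genes were lower by over 2 in the deeper libraries and 0 higher. They comprise the 4 *hsp-16* genes, *pud-1.1*, *pud-1.2*, a pair of *pud-2.2* genes, *B0393.8* and WBGene00022204, and 7 of the 10 share a symbol with another gene. Reads of near-identical copies counted differently in the deeper libraries may lower such genes. The histone genes, which also have near-identical copies, moved by a median of 0.27 in wildtype, −0.18 in mutants and −0.40 in rescued animals at 37°C and fell by a median of 0.00818 in mutants at 20°C. Their sign thus differs between the 37°C groups, so this explanation cannot be told apart from others. Other genes sharing a symbol moved by a median of at most 0.153 and −0.21 at least in the 37°C groups, which goes against a fall in all such genes. No biological explanation was tested.

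At 20°C in mutants, single libraries were set apart for *fis-2* (0.953, replicate 2 higher), *hsp-16.2* (0.919, replicate 1 higher with 15.6 CPM against 2.16 to 2.54), *F45D3.3* (0.877, replicate 2 lower), WBGene00011748 (0.831, replicate 3 lower), *Y17D7C.2* (1.00, replicate 3 higher), *W02F12.2* (0.922, replicate 1 higher), *pud-1.2* (0.936, replicate 3 lower), *Y6G8.5* (1.00, replicate 4 higher) and *T27E4.11* (1.00, replicate 2 higher). At 37°C in mutants they were set apart for *tts-1* (0.847, replicate 3 lower), *unc-22* (0.836, replicate 1 higher), *clec-83* (0.849, replicate 2 lower), *ZC262.7* (0.906, replicate 3 higher), *F31C3.15* (0.838, replicate 1 higher with 24.5 CPM against 9.42 to 11.0) and *F27D9.13* (0.931, replicate 3 lower). In wildtype at 37°C they were *spp-2* (0.866, replicate 3 lower) and *F28B4.3* (0.832, replicate 3 higher).

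In rescued animals at 20°C, the genes were *mff-1* (0.904, replicate 4 higher), *F44E5.4* (0.845, replicate 2 lower), *Y17D7C.2* (1.00, replicate 1 higher), *mff-2* (0.876, replicate 4 lower), WBGene00022962 (1.00, replicate 2 higher) and *C30C11.14* (1.00, replicate 2 higher). At 37°C they were *hsp-90* (0.856, replicate 2 higher), *hsp-4* (0.864, replicate 4 lower), *F11C3.1* (0.893, replicate 3 higher), *adh-1* (0.831, replicate 2 higher), *hlh-30* (0.861, replicate 3 higher with 50.9 CPM against 24.4 to 27.1), *Y6G8.5* (0.925, replicate 2 higher) and *Y111B2A.29* (0.891, replicate 2 lower). A ratio of 1.00 arises where the other 3 libraries have 0 counts. Replicate 1 of the mutants at 37°C, a deeper library, was set apart for 6 genes, 4 of them the *hsp-16* copies. *pud-1.2* is also lower in the deeper libraries, and replicate 3 of the mutants at 20°C is a deeper one. For the other genes no cause was tested one by one, although several were set apart in a deeper library, and no biological cause was tested for any.

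The heat response differed between rescued animals and mutants for 6 genes and between rescued animals and wildtype for 414 genes, by a test of the difference itself. The genes chosen by the rule between rescued animals and wildtype were *clp-8* (log2 −4.25), *mig-13* (3.18), *F28B4.3* (2.88), *ets-4* (2.80) and *ctsa-2* (2.74). Between rescued animals and mutants, *W02F12.2* (−1.60), *F45D3.3* (−1.55) and *clec-83* (1.36) meet the rule for named genes. When genotype labels were exchanged among same-numbered libraries at each temperature, 7 of 100 splits gave as many genes as the 6 and 14 of 100 as many as the 414, the real one included. Splits that exchange different numbers of pairs at the temperatures move strain differences into the interaction, and gave up to 6107 genes. Of the other splits that exchanged as many pairs at both, 0 of 24 and 0 of 29 gave as many. With the depth class as a covariate, 7 and 815 genes passed, so depth class alone is not the explanation. Every other split that gave as many exchanged unequal numbers of pairs at the temperatures, so the 7 and 14 of 100 do not decide whether the strains differ.

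The mean heat response of 3 gene sets differed between genotypes by a test of the difference itself. Between mutants and wildtype the difference was −0.12 for ribosomal proteins and −0.10 for proteasome genes. Between rescued animals and mutants it was −0.15 for ribosomal proteins, −0.22 for proteasome and −0.40 for chaperonin genes, and between rescued animals and wildtype −0.28, −0.32 and −0.53 in this order. The mean of all genes moved by 0.08, −0.04 and 0.03 in the 3 comparisons. The number of sets past the threshold for heat was as large in 4 of the 8 splits of the mutant libraries that part as many same-numbered pairs, in 4 of 8 for rescued animals and in 4 of 8 for wildtype. Of all 35 splits, including those that part fewer pairs, it was as large in 13 for mutants, 17 for rescued animals and 17 for wildtype, but this count ignores the size and direction of the means, so it does not decide on the heat calls. The differences between genotypes were not tested with splits of the libraries, with an estimated correlation between genes or with the replicate block. The depth class was not tested for the gene sets.

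Differences between genotypes at 20°C, which the paper does not report, were found for 99 genes between mutants and wildtype (18 higher and 81 lower in mutants), 3121 between rescued animals and mutants (1359 higher and 1762 lower in rescued animals) and 1742 between rescued animals and wildtype (674 higher and 1068 lower). Among genes chosen by the rule, the falls in mutants were in *tts-1* (log2 −8.53, from 493 ± 45.2 to 1.37 ± 0.840 CPM), *adh-1* (−6.22), *spp-2* (−4.0), *T26H5.9* (−3.39) and *pud-1.2* (−3.34, a gene of the *hsp-16* pattern above), with every mutant library below every wildtype library. In rescued animals against mutants the changes were in *F11C3.1* (7.05, from 3.77 ± 0.348 to 525 ± 189 CPM), WBGene00011748 (4.08, a pseudogene, whose counts are uncertain), *F26B1.8* (4.06), *msrp-2* (3.98) and *gipc-2* (3.96). Against wildtype they were in *F11C3.1* (6.87), *tts-1* (−6.71), *adh-1* (−4.98), *Y41C4A.32* (−4.34) and *fip-6* (4.32). In each of the 3 comparisons, 1 of the 8 splits that part as many same-numbered pairs gave as many genes, the real one. With 8 splits the share cannot fall under 0.05. Of all 35 splits, including those that part fewer pairs, only the real one gave as many genes, and the others gave at most 1, 11 and 2 in the order above. The balance of higher and lower genes depends on the scaling. With library size only, 1750 genes were higher and 1392 lower in rescued animals than in mutants, and 891 higher and 747 lower than in wildtype. With the replicate block, 18 genes passed between mutants and wildtype, 3546 between rescued animals and mutants and 2752 between rescued animals and wildtype, where the residuals of same-numbered libraries correlated by 0.180, 0.197 and 0.255, so the number between mutants and wildtype depends on the pairing. Without the deeper libraries, 96 genes passed between mutants and wildtype and 3030 between rescued animals and mutants. Of the 99 genes, 17 differed between rescued animals and mutants past the threshold, in the direction opposite to the mutants' change. This count leaves out smaller moves towards wildtype and includes any that went beyond it. In rescued animals, 85 of the 99 still differed from wildtype in the same direction. Rescued animals differed from both others in the same direction in 1244 genes, of which 1227 did not differ between mutants and wildtype. Genetic background of the strains was not tested.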

How the results depend on the processing

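None of the values in this part is from a test chosen only after the result was seen, apart from the 5 settings named as chosen after seeing the data. Where a value changed, the cause was not tested.

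A result with a test was classed as unchanged when it kept its direction and side of the threshold. Counts of genes have no such side, and some that moved were also classed as unchanged. With DESeq2's size factors, for example, the more upregulated genes went from 13 to 15 and the higher genes in wildtype from 2029 to 2096. Of 49 main results, 29 were unchanged in every fit without 1 replicate. So were 185 of 248 results for single genes (28 weaker, 7 stronger and 28 reversed in at least 1 fit). Unchanged under DESeq2's size factors were all 26 main results fitted, under library size only 43 of 47, under upper quartile factors 23 of 26, under DESeq2's Wald test 21 of 26, without a filter 35 of 49, with at least 10 counts in every sample 21 of 23, with the replicate block 41 of 47 and in one fit of all libraries 16 of 21. Of those chosen after seeing the data, the files as deposited kept 16 of 25, the filter within each genotype 15 of 17, DESeq2 with that filter 14 of 17, the depth covariate 16 of 25 and the shallower libraries only 9 of 10. Shrunken log2 fold changes kept 6 of 6 and DESeq2 on all libraries 5 of 6. An adjusted p-value under 0.01 kept 3 of 12 and the third genotype only where significant 1 of 6. A log2 threshold of 0.58 kept 3 of 4. For gene sets, the estimated correlation kept 8 of 21 and fgsea 15 of 21. For the principal components, the variance stabilizing transformation kept 1 of 2, and log2 CPM values and all genes 0 of 2 each.

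DESeq2's Wald test gave 426 genes between mutants and wildtype at 20°C (99 in the reported fit), interaction counts of 2, 76 and 958 (0, 6 and 414) and 1.31 for *W06A11.1* in rescued animals (adjusted p = 0.0638). Signs reversed in the interaction between rescued animals and mutants for *C30C11.14* (0.49), *T22B2.9* (−0.0234) and *drp-1* (0.0325). DESeq2 on all libraries gave 23 more downregulated genes (15). DESeq2 with the filter within each genotype gave 13 unique upregulated and 2 unique downregulated genes (0 and 0, with 0 and 0 at an unadjusted p under 0.05) and 1.31 for *W06A11.1* in rescued animals (adjusted p = 0.0656). The filter alone, with edgeR, gave 14 and 2. With DESeq2's size factors, *drp-1* reversed to 0.0324 between rescued animals and mutants.

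An adjusted p-value under 0.01 left 917 higher and 1104 lower genes in wildtype, 1324 lower in mutants, 862 higher and 506 lower in rescued animals, 4 more upregulated and 5 more downregulated genes, and role-swapped overlaps of 229 (418) and 43 (79). A log2 threshold of 0.58 gave 7 more upregulated genes. Counting the third genotype only where significant gave 8 unique upregulated, 37 unique downregulated and 8 more downregulated genes, and role-swapped overlaps of 960 and 327. One fit of all libraries gave 410 genes between mutants and wildtype at 20°C, 3154 between rescued animals and wildtype (1742), 25 more downregulated genes, and for *W06A11.1* 1.84 in mutants (adjusted p = 0.0237) and 1.26 in rescued animals (adjusted p = 0.0807).

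With library size only, *W06A11.1* in rescued animals was 1.25 (adjusted p = 0.0627), and the set means were −0.0690 for autophagy in mutants (adjusted p = 0.925), 0.14 for proteasome in rescued animals (adjusted p = 0.0513) and 0.18 for initiation factors in wildtype (adjusted p = 0.0662). Signs reversed between rescued animals and mutants for *drp-1* (0.11), *exc-1* (0.0659) and *unc-13* (0.0787), and with heat in mutants for *mff-1* (−0.0666) and *xpo-1* (−0.10). This scaling moved the median of all genes by −0.11 in wildtype, −0.15 in mutants and −0.08 in rescued animals with heat, by 0.10 in the interaction between rescued animals and mutants, and by 0.13 between rescued animals and wildtype at 20°C. It changed the split of higher and lower genes to 2154 and 3139 in mutants (2870 and 2268) and to 1295 and 1518 in rescued animals (1580 and 1176), at 20°C between rescued animals and mutants to 1750 and 1392 (1359 and 1762) and between rescued animals and wildtype to 891 and 747 (674 and 1068), and in the interaction of rescued animals and mutants to 2 and 5 (1 and 5). Upper quartile factors gave 8 more downregulated genes, 0 interaction genes between rescued animals and mutants (1155 at an unadjusted p under 0.05) and 1.33 for *W06A11.1* in rescued animals (adjusted p = 0.0573), and reversed *drp-1* (0.10), *exc-1* (0.0344) and *unc-13* (0.00667) between rescued animals and mutants and *hsf-1* with heat in rescued animals (0.00761).

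Without a filter, 181 genes passed between mutants and wildtype at 20°C, 2503 were higher in rescued animals, the interaction counts were 5, 90 and 763, and the overlap gave 20 more upregulated and 3 unique downregulated genes. *W06A11.1* was 1.78 in mutants (adjusted p = 0.0462) and 1.29 in rescued animals (adjusted p = 0.0502). Set means were −0.12 for presynaptic genes in mutants (adjusted p = 0.0392), 0.19 for proteasome in rescued animals (adjusted p = 0.140) and 0.29 for initiation factors in wildtype (adjusted p = 0.0673). Signs reversed for *drp-1* between mutants and wildtype (−0.0102) and between rescued animals and mutants (0.0142), and there for *T22B2.9* (−0.0165). With at least 10 counts in every sample, 1 gene passed between rescued animals and mutants in the interaction, the role-swapped overlap of mutants and rescued animals had 46 genes, and *drp-1* (0.00578) and *mff-1* (−0.00173) reversed between rescued animals and mutants.

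With the replicate block, 18 genes passed between mutants and wildtype and 2752 between rescued animals and wildtype at 20°C, and 18 and 634 in the interactions of rescued animals with mutants and with wildtype. *W06A11.1* in rescued animals was 1.27 (adjusted p = 0.0660) and the initiation factors in wildtype 0.25 (adjusted p = 0.0572). *hsf-1* between mutants and wildtype (0.0241) and *rab-3* between rescued animals and mutants (−0.0778) reversed. Between rescued animals and mutants at 20°C, 3546 genes passed. For heat in rescued animals, where same-numbered libraries correlated by 0.0155, the block gave 1714 higher and 1119 lower genes, −1.28 for *hlh-30*, and set means of 2.81 (*hsp*), 0.14 (autophagy), −0.05 (presynaptic), 0.16 (initiation factors), 0.57 (ribosomal proteins), 0.22 (proteasome) and 0.56 (chaperonin). The residual correlations were 0.180, 0.255 and 0.197 at 20°C and 0.0861 and 0.0868 in the interactions of rescued animals.

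Taking the files as deposited, chosen after seeing the data, left 0 higher and 0 lower genes in wildtype (3737 at an unadjusted p under 0.05), 44 between mutants and wildtype at 20°C, 0 in the interaction between rescued animals and wildtype (1438 at an unadjusted p under 0.05), 0 more upregulated and 0 more downregulated genes (7 and 16 at an unadjusted p under 0.05), and role-swapped overlaps of 0 and 193. *hlh-30* in wildtype was −1.30 (adjusted p = 0.113). Signs reversed between mutants and wildtype for *C13G3.1* (0.0551), *C30C11.14* (5.04), *F18C5.5* (1.78), *F27D9.13* (1.02), *F32B5.9* (0.78), *Y43F8C.22* (1.49), *Y6G8.5* (2.02), *Y73E7A.8* (0.81), *Y7A5A.6* (0.22), *best-16* (0.37), *drp-1* (−0.0145), *eat-3* (−0.0276), *his-60* (0.20), *hsf-1* (0.0422) and *sol-2* (0.10), and with heat in wildtype for *xpo-1* (0.0259). Here 1 library at 20°C carries the counts of a library at 37°C.

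With the depth covariate, chosen after seeing the data, 804 genes were higher and 546 lower in wildtype, 1 passed between mutants and wildtype and 815 between rescued animals and wildtype in the interactions, 5 were more upregulated and 5 more downregulated, and the role-swapped overlap of wildtype and mutants had 220 genes. *hlh-30* in wildtype was −1.59 (adjusted p = 0.0515) and *W06A11.1* in rescued animals 0.92 (adjusted p = 0.167). Signs reversed with heat for *daf-2* in rescued animals (−0.0855) and wildtype (0.17) and *xpo-1* in wildtype (0.25), between mutants and wildtype for *drp-1* (−0.10), *rab-3* (0.40) and *xpo-1* (−0.0226), and between rescued animals and mutants for *T22B2.9* (−0.0842), *drp-1* (0.0474) and *rab-3* (−0.15). With the shallower libraries only, also chosen after seeing the data, *W06A11.1* in rescued animals was 0.90 (adjusted p = 0.183), and *daf-2* in rescued animals (−0.10) and *xpo-1* in mutants (−0.0706) reversed with heat.

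With the estimated correlation between genes, adjusted p-values in wildtype, mutants and rescued animals were 0.508, 0.433 and 0.127 for *hsp* genes (means 3.08, 3.152 and 2.71), 0.508, 0.433 and 0.508 for ribosomal proteins (0.80, 0.69 and 0.57), 0.648, 0.644 and 0.779 for proteasome (0.50, 0.40 and 0.22), 0.535, 0.508 and 0.535 for chaperonin (1.04, 0.93 and 0.56), and 0.740 for initiation factors in wildtype (0.30). With fgsea they were 0.0694, 0.0979 and 0.238 for chaperonin, 0.0979 and 0.334 for proteasome in mutants and rescued animals, and 0.371 for initiation factors in wildtype. Over their alternatives, adjusted p-values ranged in wildtype, mutants and rescued animals from 3.93e-07 to 0.508, 4.49e-08 to 0.433 and 2.71e-11 to 0.127 for *hsp* genes, 5.85e-26 to 0.508, 1.05e-26 to 0.433 and 6.79e-20 to 0.508 for ribosomal proteins, 1.17e-07 to 0.648, 1.72e-05 to 0.644 and 0.0154 to 0.779 for proteasome, 6.53e-06 to 0.535, 8.28e-06 to 0.508 and 0.000260 to 0.535 for chaperonin, from 0.0152 to 0.740 for initiation factors in wildtype, 0.0392 to 0.740 for presynaptic genes and 0.383 to 0.977 for autophagy in mutants. For *W06A11.1* they ranged from 0.0237 to 0.174 in mutants and 0.0461 to 0.183 in rescued animals, and for *hlh-30* in wildtype from 3.42e-08 to 0.113.

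PC1 and PC2 held 44.6% and 20.3% of the variance with all genes, 58.4% and 17.8% with log2 CPM values, and 56.5% and 17.9% without a filter, and PC2 held 14.2% with the variance stabilizing transformation.

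Across the fits that each left out 1 replicate, the count of higher genes ranged from 1343 to 1935 in wildtype and that of lower genes from 690 to 1402 in rescued animals. At 20°C, 28 to 188 genes passed between mutants and wildtype and 742 to 2362 between rescued animals and wildtype. Interactions of rescued animals ranged from 0 to 16 with mutants (1041 to 2076 at an unadjusted p under 0.05) and from 93 to 1513 with wildtype, and the overlap from 0 to 1 unique upregulated, 7 to 25 more upregulated and 8 to 26 more downregulated genes. *W06A11.1* ranged from 1.46 to 2.59 in mutants and from 0.90 to 1.63 in rescued animals, where 6 of 8 fits lost the call, and *hlh-30* in mutants from −1.06 to −0.71, where 2 of 8 did. PC1 ranged from 61.6% to 67.5% and PC2 from 14.8% to 16.19%. Set means ranged from −0.23 to 0.0899 for autophagy in wildtype and −0.0168 to 0.13 in mutants, 0.25 to 0.39 for initiation factors in wildtype (3 of 7 lost the call) and 0.18 to 0.33 in mutants (2 of 8 gained it), −0.20 to 0.0146 for presynaptic genes and 0.0905 to 0.30 for proteasome in rescued animals (3 of 8 lost it).

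Single genes whose sign reversed in such fits had these ranges. Between mutants and wildtype they were *exc-1* −0.10 to 0.86, *best-16* −0.41 to 0.0173, *Y6G8.5* −3.70 to 0.68, *T27E4.11* −2.01 to 2.95, *T22B2.9* −0.33 to 0.56, *F27D9.13* −0.55 to 0.27, *Y7A5A.6* −0.49 to 0.13, *rab-3* −0.41 to 0.28, *drp-1* −0.0884 to 0.21, *mff-2* −0.16 to 0.0531, *hsf-1* −0.17 to 0.0894 and *xpo-1* −0.0931 to 0.27. Between rescued animals and mutants they were *exc-1* −0.58 to 0.22, *Y73E7A.8* −0.67 to 0.55, *F32B5.9* −0.64 to 0.16, *T22B2.9* −0.25 to 0.53, *C30C11.14* −0.69 to 1.25, *sol-2* −0.0528 to 0.47, *rab-3* −0.15 to 0.20, *drp-1* −0.13 to 0.19, *mff-1* −0.0658 to 0.20, *unc-13* −0.28 to 0.27 and *unc-31* −0.13 to 0.25. With heat they were *hsf-1* −0.15 to 0.0566 in rescued animals, *daf-2* −0.41 to 0.29 in wildtype and −0.10 to 0.25 in rescued animals, and *xpo-1* −0.21 to 0.17 in wildtype and −0.12 to 0.23 in mutants.

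Of the single-gene results without a reversal, DESeq2's Wald test made 8 weaker and 1 stronger, library size only 6 and 6, upper quartile factors 6 and 1, no filter 7 and 3, the replicate block 10 and 4, one fit of all libraries 1 and 3, at least 10 counts in every sample 3 and 1, and DESeq2's size factors 1 and 1. Of the settings chosen after seeing the data, the files as deposited made 45 weaker, the depth covariate 21 weaker and 1 stronger, the shallower libraries only 12 and 2, the filter within each genotype 1 weaker and DESeq2 with that filter 5 weaker and 1 stronger. Depth limits the 16 genes listed as unique, at most 14.6 counts per library on average, whose interactions have wide errors.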

Differences from the paper's values

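No test in this part was chosen after the result was seen, apart from the settings named as such.

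The paper states 25 upregulated genes unique to or more upregulated in wildtype and rescued animals, and 13 were found here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with no filter on low counts (20), all libraries in one fit (18), DESeq2 on all libraries (19) and the third genotype only where significant (17). It did not with DESeq2's Wald test (16), DESeq2's size factors (15), library size only (13), upper quartile factors (15), at least 10 counts in every sample (10), the replicate block (12), shrunken log2 fold changes (14), an adjusted p-value under 0.01 (4) or a log2 threshold of 0.58 (7). Leaving out 1 replicate gave 7 to 25 and came within 1.5 times in 3 fits, with 25 without replicate 1 of the mutants at 37°C, 21 without replicate 4 of wildtype at 20°C and 19 without replicate 4 of the mutants at 37°C. With a filter within each genotype, chosen after seeing the values, the count was 25, and with DESeq2 and that filter, also chosen after seeing the values, it was 29. The files as deposited (0, with 7 at an unadjusted p under 0.05) and the depth covariate (5), both chosen after seeing the values, did not reach it.

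The paper states 9 downregulated genes, and 15 were found here. Upper quartile factors (8), at least 10 counts in every sample (12) and shrunken log2 fold changes (10) came within 1.5 times, among the alternatives set before the data were examined. DESeq2's Wald test (16), its size factors (16), library size only (15), no filter (20), the replicate block (14), all libraries in one fit (25), DESeq2 on all libraries (23), an adjusted p-value under 0.01 (5), the third genotype only where significant (45) and a log2 threshold of 0.58 (18) did not. Leaving out 1 replicate gave 8 to 26, several of them within 1.5 times, with 8 without replicate 4 of the rescued animals at 20°C. Those chosen after seeing the values did not either: the files as deposited (0, with 16 at an unadjusted p under 0.05), the filter within each genotype (17), DESeq2 with that filter (18) and the depth covariate (5).

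The paper shows about 16 upregulated genes as unique to wildtype and rescued animals in Fig. 3b, read by eye, and 0 were found here (0 at an unadjusted p under 0.05). None of the alternatives set before the data were examined came within 1.5 times, of which the third genotype only where significant gave 8, leaving out 1 replicate 0 to 1 and the others 0. None of the 8, nor the 1 gene (*ttn-1*, without replicate 2 of wildtype at 20°C), is among the 16 listed. The filter within each genotype gave 14, and DESeq2 with that filter 13, both chosen after seeing the values. These called 12 and 11 of the 16 listed genes as unique. The paper shows about 11000 genes higher with heat in *hlh-30(tm1978)* mutants regardless of significance in Fig. 3b, read by eye, and 7129 were found here. None of the alternatives on that count came within 1.5 times, with 16885 without a filter, 6590 to 7155 without 1 replicate and between 5329 and 7132 under the others.

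The paper places *W06A11.1* among the genes unique to wildtype and rescued animals. Here its log2 fold change in mutants was 1.84 (standard error 0.78), against 1.31 in wildtype and 1.32 in rescued animals. The adjusted p was 0.0745, 0.0537 and 0.0462 in this order (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was unique under none of the settings tried. The rule also needs a call in wildtype, and there was none in the reported fit or with the filter within each genotype. With that filter the gene was not tested in mutants, so there its rise in mutants did not decide the result. The paper states that terms for translation initiation rose with heat across the genotypes. Here the initiation factors had a mean log2 fold change of 0.30 in wildtype, 0.27 in mutants and 0.16 in rescued animals, and passed the threshold in wildtype but not in mutants or rescued animals, without a difference between genotypes past the threshold. The paper finds terms for presynaptic and axonal transport most enriched in rescued animals. Here the presynaptic set had a mean of −0.04 in rescued animals, against 0.12 for all genes, and did not pass in any genotype, and the gene sets are other ones than the paper's.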

Other observations

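The tests of the 16 listed genes (filter, rise in the mutants, neighbours) and of the mutants' fall in *hlh-30* were chosen only after the result was seen. So were the fits for the depth class of the libraries. The other tests in this part were chosen before it.

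The *rab-3* gene (WBGene00004267), on chromosome II from 5721791 to 5727651, was counted at 6.00 ± 1.09 CPM in wildtype, 5.13 ± 1.05 in mutants and 56.8 ± 11.7 in rescued animals at 20°C. The log2 difference between rescued animals and mutants was 3.38. Reads from the *rab-3* 3′UTR of the transgene may be counted on *rab-3*. For 8 other pan-neuronal genes the difference was 0.12 to 0.93 (median 0.56), and 4 of them passed the threshold, so a general rise in neuronal transcripts cannot be told apart from this explanation for part of the difference. With heat, *rab-3* fell by log2 −1.54 in rescued animals, −1.61 in mutants and −1.47 in wildtype. A fall of the *rab-3* promoter with heat is a candidate explanation for the fall of *hlh-30* in rescued animals (−1.24).

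The fall of *hlh-30* with heat was also found in the mutants, at log2 −0.91 and in every library at 37°C against every library at 20°C. This goes against the explanation that functional HLH-30 is needed for the fall, with the limit that 2 of 8 fits without 1 library lost the call.

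All 16 genes listed as unique in Fig. 3b average under 10 counts per library in the mutants and at least 10 in wildtype, in rescued animals and over all libraries. A filter applied within each genotype may therefore have set them apart, a pattern noticed and tested on the same data. This filter does not account for the about 11000 genes higher in mutants in Fig. 3b, read by eye. It left 6671 such genes, against 7129 in the reported fit. The median heat log2 fold change of the 16 genes in the mutants was 2.55 from the fitted values, and 1.97 with lower bounds for the 7 genes with at most 3 counts in every mutant library at 20°C, which goes against an absence of a rise in the mutants. Reads running on from a strongly induced gene within 1000 bases were weighed with 248 such genes. Of the 16, 4 lie that near to one (25%), against 13 of 102 other genes of similar counts (12.7%; Fisher's exact test, p = 0.245), so this explanation cannot be told apart from others.

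The overlap rule gave as many upregulated genes as the 13 found in 83 of 100 splits that exchange genotype labels among same-numbered libraries at each temperature (median 46, range 1 to 309), and as many downregulated genes as the 15 in 70 of 100 (median 30, range 0 to 427). Exchanges of unequal numbers of pairs at the temperatures move strain differences into the heat response, and no count was made for equal exchanges, so these shares do not decide. For the interaction between mutants and wildtype, 100 of 100 splits gave at least the 0 genes found (585 at an unadjusted p under 0.05), which any split does. For the heat response, 1 of 8 splits that part as many same-numbered pairs gave as many genes in wildtype, 1 of 8 in mutants and 1 of 8 in rescued animals, the real one each time, and with 8 splits the share cannot fall under 0.05. Among all 35 splits, including those that part fewer pairs, only the real one gave as many, and the others gave at most 0 genes in wildtype, 0 in mutants and 3 in rescued animals.

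The depth class of the libraries was weighed as an explanation of the heat counts. In wildtype, where 3 of 4 libraries at 37°C and none of 3 at 20°C are deeper, 1350 genes passed with the depth class as a covariate against 4328 without, 1339 of them shared. In the other genotypes, a covariate laid out in the same way kept as small a share of genes in 11 of 32 fits (share 0.312 in wildtype, 0.123 to 0.950 in these fits, median 0.418). In mutants only the lowest share, 0.295, was as small, and the others ran from 0.323 to 0.591. The other fits with as small a share were all in rescued animals. The loss may thus come from the layout of the covariate, but the mutant fits mostly go against this. Within wildtype alone, heat cannot be told apart from the depth class for the genes lost. With heat, 1065 genes were higher and 679 lower in all 3 genotypes. Without the deeper libraries, 4277 genes passed in mutants (5138 with them) and 2351 in rescued animals (2756 with them), so depth class is not the explanation there.

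More genes were detected at 37°C than at 20°C. At equal totals of 11207383 counts, the difference was 2511.9 genes in wildtype (exact permutation test, p = 0.0571), 2275.75 in mutants (p = 0.0286) and 2022.5 in rescued animals (p = 0.0286), the smallest p-values possible. A difference in total counts is therefore not the explanation. In each genotype, every library at 37°C, shallower ones included, was above every library at 20°C at equal totals. Equal totals do not remove the depth class. In wildtype at 37°C, the deeper libraries still had 19889 to 20494 genes against 18914 in the shallower one. The size of the differences may therefore include the depth class. Contaminating RNA and degradation were not tested.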
